# The order and logic of CD4 versus CD8 lineage choice and differentiation in mouse thymus

**DOI:** 10.1038/s41467-020-20306-w

**Published:** 2021-01-04

**Authors:** Mohammad M. Karimi, Ya Guo, Xiaokai Cui, Husayn A. Pallikonda, Veronika Horková, Yi-Fang Wang, Sara Ruiz Gil, Gustavo Rodriguez-Esteban, Irene Robles-Rebollo, Ludovica Bruno, Radina Georgieva, Bhavik Patel, James Elliott, Marian H. Dore, Danielle Dauphars, Michael S. Krangel, Boris Lenhard, Holger Heyn, Amanda G. Fisher, Ondřej Štěpánek, Matthias Merkenschlager

**Keywords:** Haematopoiesis, Lymphocyte differentiation, Gene regulation in immune cells, Signal transduction

## Abstract

CD4 and CD8 mark helper and cytotoxic T cell lineages, respectively, and serve as coreceptors for MHC-restricted TCR recognition. How coreceptor expression is matched with TCR specificity is central to understanding CD4/CD8 lineage choice, but visualising coreceptor gene activity in individual selection intermediates has been technically challenging. It therefore remains unclear whether the sequence of coreceptor gene expression in selection intermediates follows a stereotypic pattern, or is responsive to signaling. Here we use single cell RNA sequencing (scRNA-seq) to classify mouse thymocyte selection intermediates by coreceptor gene expression. In the unperturbed thymus, *Cd4*^*+*^*Cd8a*^*-*^ selection intermediates appear before *Cd4*^*-*^*Cd8a*^*+*^ selection intermediates, but the timing of these subsets is flexible according to the strength of TCR signals. Our data show that selection intermediates discriminate MHC class prior to the loss of coreceptor expression and suggest a model where signal strength informs the timing of coreceptor gene activity and ultimately CD4/CD8 lineage choice.

## Abstract (web summary)

Developing T cells commit to either CD4/helper or CD8/cytotoxic lineage in the thymus, but how CD4 and CD8 coreceptors and TCR signaling dictate this selection process is still unclear. Here the authors use single cell RNA sequencing of mouse thymocytes to show that, in selection intermediates, TCR signaling strength informs coreceptor expression timing.

## Introduction

CD4 helper T cells and CD8 cytotoxic T cells are the two principal T cell lineages in the mammalian immune system. Although distinct in phenotype and function, CD4 and CD8 T cells arise in the thymus from bi-potential, CD4^+^ CD8^+^ double-positive (DP) progenitors. CD4/CD8 lineage choice is critical for the generation and selection of the T cell receptor (TCR) repertoire, and represents one of the most intensely studied and enigmatic examples of a binary lineage decision. TCR rearrangement is fundamentally stochastic, and the functional properties of the newly generated TCR repertoire are established empirically during positive and negative selection. CD4 and CD8 act as coreceptors for TCR recognition restricted by major histocompatibility complex (MHC) class II or class I, respectively. Competing models have been proposed for how coreceptor expression is matched with TCR specificity, and differ with respect to the mode of lineage branching and the role of TCR signal strength in MHC class discrimination. One class of models envisage symmetric branching of the CD4 and CD8 lineages where lineage choice is either instructive^1^ or stochastic^2,3^. Alternatively, kinetic signalling models posit that CD4/CD4 lineage choice occurs in a series of sequential steps whereby TCR-signalled thymocytes initially downregulate *Cd8* to audition for the CD4 lineage, and switch coreceptor expression from *Cd4*^*+*^*Cd8*^*−*^ to *Cd4*^*−*^*Cd8*^*+*^ only if they experience a loss of CD8-dependent TCR signalling^4–8^. MHC class discrimination by signal strength is critical in instructive models^1^, but entirely dispensable in stochastic/selective models of CD4/CD8 lineage choice^2,3^. Proposals of CD4/CD8 lineage choice driven by signal strength and duration^9–14^ have been largely superseded by the idea that MHC class discrimination is based solely on signal continuity during sequential expression of coreceptors^4,6,7,15,16^.

Lineage commitment occurs at the level of individual progenitor cells, and is therefore inherently difficult to study at the population level. The expression of *Cd4* and *Cd8* coreceptor genes by individual selection intermediates is central to understanding CD4/CD8 lineage choice, but has never been observed directly. Previous single-cell RNA-seq studies of the thymus have largely ignored cells in transition from bipotential progenitors to the CD4 SP or the CD8 SP stages^17–19^, in part because such selection intermediates are rare and make up only a few percent of cells in the thymus. High throughput scRNA-seq approaches may profile gene expression by large numbers of cells lack often the depth required to unambiguously assign *Cd4* and/or *Cd8* expression to individual selection intermediates, while scRNA-seq approaches that deliver sufficient depth have limited throughput.

Here we address this challenge by prospective isolation of selection intermediates combined with scRNA-seq of full length transcripts. This approach provides a direct view of *Cd4* and *Cd8a* coreceptor gene activity in individual selection intermediates within a framework of maturation, activation and lineage specification during CD4/CD8 lineage choice. The resulting data are broadly in line with models of sequential lineage determination by kinetic signalling, albeit with substantial refinements and modifications. In the unperturbed thymus, the order of coreceptor gene expression states is *Cd4*^*+*^ *Cd8a*^*+*^ followed by *Cd4*^*+*^ *Cd8a*^−^ and later by *Cd4*^*−*^ *Cd8a*^*+*^, providing direct support for sequential coreceptor gene expression during CD4/CD8 lineage choice. Interestingly, however, perturbation experiments reveal that selection intermediates discriminate between MHC classes prior to the loss of *Cd4* or *Cd8* coreceptor expression, and accelerate their transition to the *Cd4*^*−*^*Cd8a*^*+*^ state in response to weaker TCR signals in the absence of MHC class II. These findings suggest a model that links signal strength and the timing of coreceptor gene expression.

## Results

### scRNA-seq of CD4 CD8 lineage choice and differentiation

We performed scRNA-seq of normal thymocytes from unmanipulated adult mice at steady-state. To address patterns of coreceptor gene activity and associated gene expression programs, we opted for deep sequencing of full-length transcripts by SMART-seq. This approach identifies thousands of transcripts per cell at sufficient depth to reliably call coreceptor expression by individual selection intermediates (see below). To capture sufficient numbers of selection intermediates, we isolated single cells representing thymocytes before (CD69^−^ DP), during (CD69^+^ DP, TCRβ^hi^ DP, CD4^+^ CD8^low^), and after lineage choice and differentiation (CD4 SP, TCRβ^hi^ CD8 SP) from wild-type C57BL/6 mice (Supplementary Fig. 1). Full-length single-cell RNA-seq libraries were prepared and sequenced, identifying thousands of transcripts per cell (Supplementary Table 1, see Methods). We identified highly variable genes (Supplementary Data 1) and removed *Cd4, Cd8a*/*b1* for later use in the classification of selection intermediates (see below). Principal component analysis (PCA) showed that PC1, PC2 and PC3 accounted for 44.66%, 21.60% and 13.79% of differential gene expression among the first five PCs (Fig. 1a). The first principal component, PC1, positioned sorted thymocyte subsets in order of maturity: pre-selection thymocytes (CD69^−^ DP, red) on the left, CD4 SP (green) and CD8 SP (blue) on the right. Selection intermediates (CD69^+^ DP, orange, TCRβ^hi^ DP, grey, and CD4^+^ CD8low, yellow) were in the centre of PC1 (Fig. 1a). The observed patterns were highly reproducible between replicates (Supplementary Fig. 2).

**Fig. 1:**
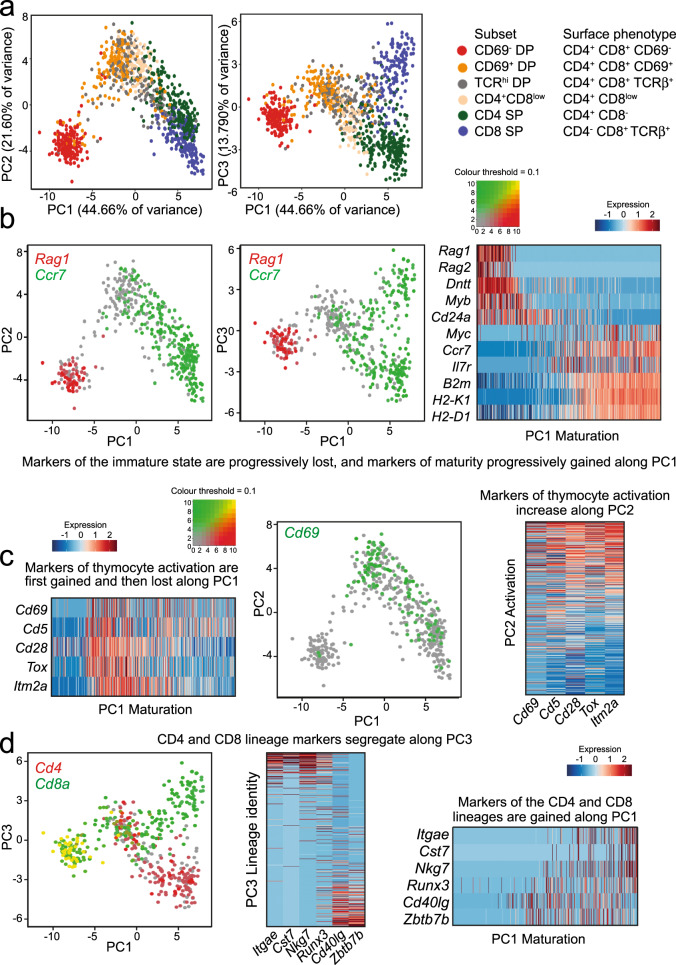
scRNA-seq captures maturation, activation and lineage identity as principal components of CD4/CD8 lineage choice and differentiation. **a** Highly variable genes in the scRNA-seq data were identified and principal component analysis (PCA) was performed, excluding *Cd4, Cd8a* and *Cd8b1*. PC1 versus PC2 (left) and PC1 versus PC3 (right) are shown, and the percentage of variance explained by each PC is indicated as a percentage of the first five PCs. PC4 and PC5 explained 11.45% and 8.50% of variance within the first five PCs and 5.82% and 4.32% of total variance, respectively. Sorted subsets are coloured as indicated in the key. Cell numbers are shown in Supplementary Table 2. Source data are provided as a Source Data file. **b** PC1 reflects progressive thymocyte maturation. A two-colour dot plot projected onto a map of PC1 versus PC2 shows expression of *Rag1*(red), which was confined to pre-selection thymocytes, and *Ccr7*, which was acquired during maturation. A heat map of key thymocyte maturation genes (right) shows how markers of immature thymocytes are progressively lost along PC1 and markers of mature thymocytes are progressively gained along PC1. Source data are provided as a Source Data file. **c** PC2 reflects transient thymocyte activation. Expression of the activation marker *Cd69* (green) projected onto a map of PC1 versus PC2. Heat maps of key thymocyte activation genes (right) show how markers of thymocyte activation are progressively gained along PC2. The same markers show non-linear behaviour along PC1, as they are first gained and then lost during thymocyte maturation. Source data are provided as a Source Data file. **d** PC3 reflects CD4/CD8 lineage identity. Expression of *Cd4* (red) and *Cd8a* (green), as a two-colour dot plot projected onto a map of PC1 versus PC3. A heat map of CD4- and CD8 lineage-specific genes (right) shows how PC3 segregates markers of the CD4 and CD8 lineages. Source data are provided as a Source Data file.

### scRNA-seq captures maturation, activation and lineage identity as the first three principal components of CD4/CD8 lineage choice and differentiation

To validate the approach, we examined differentially expressed genes with well-defined expression patterns during CD4/CD8 lineage choice and differentiation (Supplementary Fig. 3a and Supplementary Data 2). *Rag1* and *Dntt* are active in pre-selection DPs where they contribute to the somatic rearrangement of the *Tcra/d* locus. scRNA-seq found highly correlated *Rag1* and *Dntt* expression in individual cells (*R* = 0.75, *P* < 2.2e−16; Supplementary Fig. 3b). The expression of genes that are highly active in pre-selection DP thymocytes (e.g. *Rag1, Dntt, Cd24a*) progressively decreased along PC1 (Fig. 1b). The expression of genes associated with thymocyte maturation such as *Ccr7, Il7r* *B2m* and the MHC class I genes *H2-D1* and *H2-K1* progressively increased along PC1 (Fig. 1c). *Rag1* and *Dntt* are silenced by TCR signals, and their expression is superseded by activation markers such as *Cd69*. *Rag1* and *Cd69* were anti-correlated in individual cells by scRNA-seq (*R* = −0.27, *P* = 1.7e−09, Supplementary Fig. 3c). Maturation markers such as *Ccr7* and *Il7r* were positively correlated in individual cells (*R* = 0.38, *P* < 2.2e−16, Supplementary Fig. 3d). Genes that showed non-linear behaviour during thymocyte differentiation featured strongly in the second principal component, PC2, which reflects the transient induction and repression of genes by TCR signalling such as *Cd69*, *Cd5, Tox, Cd28* and *Itm2a* (Fig. 1c). *Cd4* and *Cd8a* were co-expressed in pre-selection DP but mutually exclusive in CD4 and CD8 SP (Supplementary Fig. 3e). *Cd4*, *Cd8a* and other markers of the CD4 and CD8 lineages segregated in the third principal component PC3, which showed a branched trajectory from the pre-selection DP stage (CD69^−^ DP) through intermediate CD69^+^ DP and CD4^+^ CD8^low^ stages towards CD4 and CD8 single-positive populations (Fig. 1d). Although maturation, activation and lineage identity are recognised as central components of lineage choice and differentiation in the thymus, our analysis quantifies the relative contribution of each (maturation, activation and lineage identity) to the overall variance of gene expression, and shows that scRNA-seq data alone are sufficient to derive a coherent framework for CD4/CD8 lineage choice and differentiation.

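Population RNA-seq was done on 6 thymocyte subsets sorted from mice aged 6 weeks. The subsets were CD69- DP, CD69+ DP, CD69+ CD4+ CD8 low, CD69+ CD4SP, CD69- CD4SP and TCR hi CD8SP. The sample labels give 3 libraries for CD69- DP and 2 for each of the other subsets, 13 in all, and the Reporting Summary of the paper gives 3 replicates per subset. The labels state a mixed C57BL/6 and 129 background and the paper states C57BL/6. Transcripts of *Xist*, which is expressed from the inactive X chromosome of females, were above 100 CPM in 7 libraries and below it in 6, with both kinds of library in every subset. In CD69- DP replicate 2 was the library below it. In every other subset it was replicate 1, so that *Xist* goes with the replicate number there. The sources used here do not say which mice the replicate numbers stand for, so that p-values measure the spread between these libraries, part of which may be technical.

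Thymus tissue was dissociated mechanically, and total RNA of the sorted cells was made into strand-specific libraries and sequenced from both ends. The authors deposited read counts per Ensembl gene that are not normalized. The submitters name TopHat2 2.1.0, Bowtie2 2.2.6.0, HTSeq and the mouse build mm9, and the strand setting and the annotation used for counting are not given in the sources used here, which leaves counts of overlapping, antisense and closely related genes uncertain. Counts per library ranged from 10506748 to 12262469 (median 11828105) in CD69- DP. In CD69+ DP they were 11723875 and 12025498 (median 11874686.5), and in CD69+ CD4+ CD8 low they were 11372358 and 11403103 (median 11387730.5). The libraries of CD69+ CD4SP held 11348479 and 12644748 counts (median 11996613.5). The mature subsets had fewer counts, with 5392963 and 6558764 in CD69- CD4SP (median 5975863.5) and 5122974 and 7927582 in TCR hi CD8SP (median 6525278).

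From these counts, the 13337 of 37987 genes that passed the filter of edgeR (filterByExpr, count minimum 10) were scaled by TMM and compared between subsets with edgeR's quasi-likelihood test, in a single model of all 13 libraries with 7 residual degrees of freedom. A gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested). Levels are CPM, counts relative to the TMM-scaled library size, as the mean ± SD over libraries, and SE is the standard error of a log2 fold change. Where a subset had no count of a gene, its fold is a lower bound against 3 counts summed over that subset's libraries. Such floors cover counting error only, since the reads carried no molecular identifiers. Gene names came from GENCODE release M21, which named 32919 of the 37987 gene identifiers, and groups of genes were listed by name before the data were examined, apart from a change to the ribosomal protein genes and the addition of heat shock genes, both made later. Counts for a group are out of its members that passed the filter and were tested.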

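In the population RNA-seq, both mature subsets had lost transcripts of the pre-selection DP stage and gained transcripts of maturation and of MHC class I presentation. *Rag1* (ENSMUSG00000061311), which cuts DNA in antigen receptor gene rearrangement, was at 15354 ± 251 CPM (SD, n = 3) in CD69- DP and fell to 276 ± 315 CPM (SD, n = 2) in CD69- CD4SP and 25.6 ± 6.43 CPM in TCR hi CD8SP. *S1pr1* (ENSMUSG00000045092), the receptor through which mature thymocytes leave the thymus, rose from 4.53 ± 3.50 CPM to 833 ± 30.1 CPM in CD69- CD4SP and 511 ± 31.2 CPM in TCR hi CD8SP. The MHC class I gene *H2-K1* (ENSMUSG00000061232) rose from 30.0 ± 4.02 CPM to 1874 ± 48.3 CPM and 1922.5 ± 193 CPM. In all, 2303 genes were higher and 2094 lower in both CD69- CD4SP and TCR hi CD8SP than in CD69- DP.

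Of 20 listed genes of pre-selection DP cells, 19 fell in CD69- CD4SP and 20 in TCR hi CD8SP with none higher (19 and 20 when adjusted over the list alone). *Rag1* had log2 fold changes of -5.80 (SE 1.40, adjusted p = 0.00557 from edgeR) in CD69- CD4SP and -9.24 (SE 1.65, adjusted p = 0.000755 from edgeR) in TCR hi CD8SP. *Rorc*, which encodes the transcription factor RORγt, fell by 5.01 on the log2 scale in CD69- CD4SP, from 563 ± 25.2 CPM to 17.7 ± 17.1 CPM, and was at 3.95 ± 0.182 CPM in TCR hi CD8SP. One library of CD69- CD4SP kept more of these transcripts, with *Rag1* at 499 CPM in replicate 2 and 52.9 CPM in replicate 1.

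Of 26 listed maturation genes, 25 rose in each mature subset and none fell (26 in each when adjusted over the list alone). *Samhd1*, which encodes a dNTP hydrolase, and *Il7r*, a chain of the IL-7 receptor, rose by log2 fold changes of 9.34 (SE 0.42) and 8.25 (SE 0.42) in CD69- CD4SP and of 8.47 (SE 0.42) and 7.67 (SE 0.41) in TCR hi CD8SP. The chemokine receptor gene *Ccr7*, which guides thymocytes to the medulla, rose from 10.1 ± 4.37 CPM to 869.7 ± 346 CPM and 836 ± 299 CPM. Of 16 genes of MHC class I presentation, 13 rose in CD69- CD4SP and 15 in TCR hi CD8SP and none fell, with the same counts when adjusted over the list alone. *H2-Q7*, *H2-K1* and their transactivator *Nlrc5* had log2 fold changes of 6.49 (SE 0.75), 5.96 (SE 0.20) and 4.39 (SE 0.23) in CD69- CD4SP. Of 22 interferon-response genes, 20 rose in each subset and 1 fell in TCR hi CD8SP (21 and 20 higher when adjusted over the list alone). Among them *Ifit3* rose from 0.875 ± 0.334 CPM to 99.9 ± 22.8 CPM and 93.5 ± 9.41 CPM. Markers of other cells rose in these comparisons too. In CD69- CD4SP they were 12 of 13 for regulatory T cells, 10 of 11 for NK and innate-like cells, 7 of 10 for dendritic cells, with 1 lower, and 3 of 11 for macrophages. In TCR hi CD8SP they were 7, with 1 lower, 7, 2, with 1 lower, and 1.

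Regulators of apoptosis went both ways. Of 15, 3 rose and 8 fell in CD69- CD4SP, and 2 rose and 8 fell in TCR hi CD8SP (when adjusted over the list alone, 3 and 9 in CD69- CD4SP and the same counts in TCR hi CD8SP). The survival gene *Bcl2* rose from 15.6 ± 2.62 CPM to 291 ± 8.04 CPM and 352 ± 13.9 CPM, while *Bcl2l1*, which encodes Bcl-xL, fell from 479 ± 64.1 CPM to 50.6 ± 2.12 CPM and 41.8 ± 4.38 CPM. Of 80 ribosomal protein genes, 60 rose in CD69- CD4SP and 65 in TCR hi CD8SP (66 and 68 when adjusted over the list alone), with modest sizes such as 1.60 on the log2 scale for *Rpl12* in CD69- CD4SP. The one ribosomal protein gene that fell in each was *Rpl3l*, a form expressed mainly in muscle, in CD69- CD4SP a call that ended without replicate 1. Of 16 genes of the TCR signalling machinery, 2 rose and 5 fell in CD69- CD4SP, with *Themis*, needed for positive selection, falling by 2.18 and the kinase gene *Fyn* rising by 2.05 on the log2 scale. In TCR hi CD8SP, 6 rose and 6 fell, and the counts of both subsets stayed the same when adjusted over the list alone. Of 15 glycolysis genes, 8 rose in CD69- CD4SP and 7 in TCR hi CD8SP (8 and 8 when adjusted over the list alone), led by *Pgam1*, which had 24.9 ± 2.10 CPM in CD69- DP, 63.6 ± 8.38 CPM in CD69- CD4SP and 106 ± 7.45 CPM in TCR hi CD8SP.

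Among genes of at least 5 CPM in the higher subset whose libraries did not overlap, rises in both mature subsets were ranked by the smaller of the fitted log2 fold changes. The chemokine receptor gene *Ccr8* and *Acsbg1*, an acyl-CoA synthetase gene, came first. Neither had a count in CD69- DP, so that their fitted values are not measured sizes and their place at the top is not established. *Ccr8* was at least 748-fold higher in CD69- CD4SP and at least 258-fold higher in TCR hi CD8SP, and *Acsbg1* at least 227-fold and 146-fold. Among those that fell, the olfactory receptor gene *Olfr1507* and the kinase gene *Cdkl1* came first by fitted value, but had no count in either mature subset. They were at least 27.6-fold and 27.3-fold lower in CD69- CD4SP (4.78 and 4.77 on the log2 scale). These bounds are smaller than the fall of *Cacna1e*, which kept counts in both, at log2 fold changes of -6.34 and -8.82, so their place is not established either.

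The CD69- DP libraries are shared by both comparisons. Of 2922 genes higher in CD69- CD4SP and 2986 higher in TCR hi CD8SP, 2303 were in both lists, against 654 for independent lists of these sizes. For lower genes the lists held 2634 and 2757, with 2094 shared against 544 for independent lists, and 12 genes higher and 8 lower in CD69- CD4SP moved the opposite way in TCR hi CD8SP. In 10 simulated draws without differences between subsets, 0 genes passed in both comparisons at adjusted p, and a mean of 89.9 did at unadjusted p, where independent lists would share 14.5, so that part of the excess may come from the shared libraries. Requiring an absolute log2 fold change of at least 1 in both left 2529 of the 4397 genes.

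**Figure D1:**
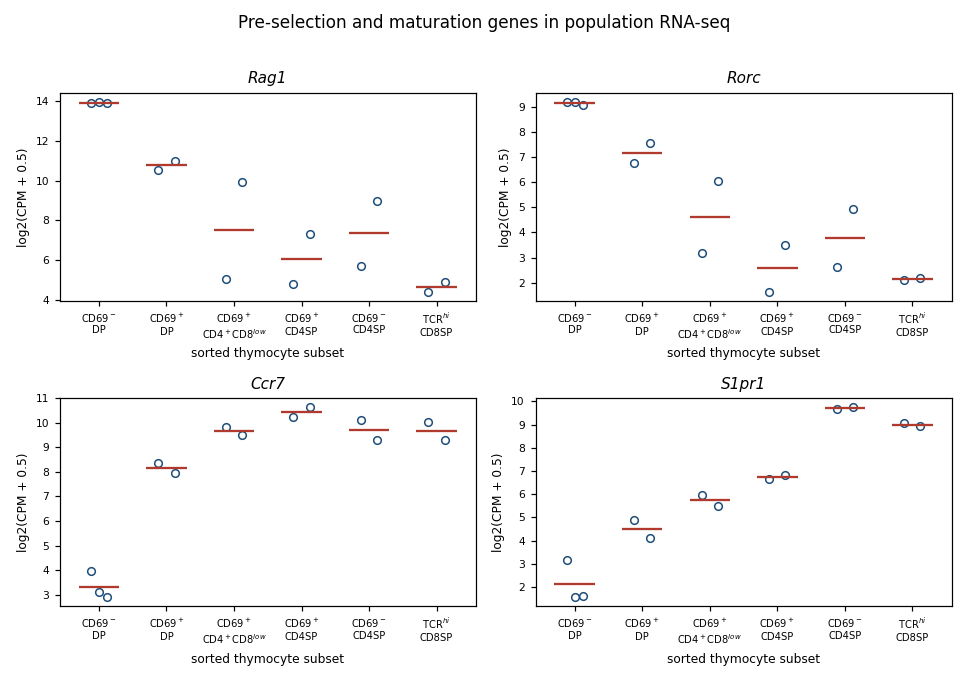
Levels of *Rag1*, *Rorc*, *Ccr7* and *S1pr1* in each library, as log2(CPM + 0.5), across the 6 sorted subsets. Open circles are libraries and red lines are subset means of the plotted log2 values. Means given in CPM are taken over CPM and can lie away from the lines. *Rag1* and *Rorc* are lowest in TCR hi CD8SP, at means of 25.6 and 3.95 CPM, and *S1pr1* is highest in CD69- CD4SP, at a mean of 833 CPM.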

To challenge the interpretation of PC1 as maturation, PC2 as activation and PC3 as CD4/CD8 lineage identity, we identified genes associated with thymocyte maturation, activation and CD4/CD8 lineage choice derived from population RNA-seq for use as an external reference. 

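Between CD69- DP and the mature subsets, the population RNA-seq shows a set of genes that rose and fell back and another that fell and came back. *Itm2a* (ENSMUSG00000031239), a membrane protein gene induced by TCR signals, was at 35.1 ± 3.86 CPM (SD, n = 3) in CD69- DP, 503 ± 231 CPM (SD, n = 2) in CD69+ DP and 1203 ± 438 CPM in CD4+ CD8 low, and at 144 ± 6.27 CPM in CD69- CD4SP and 60.7 ± 26.0 CPM in TCR hi CD8SP. *Chl1* (ENSMUSG00000030077), a cell adhesion gene, rose from 1.90 ± 0.898 CPM to 125 ± 8.95 CPM in CD4+ CD8 low and was at 7.98 ± 0.917 CPM and 2.12 ± 0.842 CPM in CD69- CD4SP and TCR hi CD8SP. *Klf3* (ENSMUSG00000029178), a transcriptional repressor, went the other way, from 94.1 ± 22.2 CPM to 18.1 ± 6.78 CPM in CD4+ CD8 low and 98.1 ± 11.0 CPM and 91.4 ± 14.2 CPM in the mature subsets.

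Genes were called transient where an intermediate subset, CD69+ DP or CD4+ CD8 low, was higher than CD69- DP and than both CD69- CD4SP and TCR hi CD8SP, or lower than all of them, each at an adjusted p under 0.05 from edgeR's quasi-likelihood test. This held for 193 genes that were higher, of which 78 passed in CD69+ DP alone, 71 in CD4+ CD8 low alone and 44 in both. It held for 135 genes that were lower, 26 in CD69+ DP alone, 68 in CD4+ CD8 low alone and 41 in both. In CD4+ CD8 low, *Chl1* had log2 fold changes of 6.02 (SE 0.37, adjusted p = 4.68e-07 from edgeR) over CD69- DP, 3.97 (SE 0.39) over CD69- CD4SP and 5.93 (SE 0.46) over TCR hi CD8SP. Ranked by the smallest of these, *Chl1* was followed by *Jchain* and *Gpr153*. *Jchain*, which encodes the joining chain of secreted antibodies, was at 10.9 ± 6.49 CPM in CD69+ DP and 0.470 ± 0.203 CPM in CD69- DP, and its call ended without any one of the libraries of CD69- DP, CD69+ DP, CD69- CD4SP or TCR hi CD8SP. *Klf3* led the genes that were lower, at -2.37 (SE 0.29, adjusted p = 7.62e-05 from edgeR) against CD69- DP on the log2 scale, followed by *P2ry10*, a receptor for lysophospholipids, at 247 ± 23.4 CPM in CD69- DP, 60.6 ± 27.3 CPM in CD4+ CD8 low and 242 ± 11.2 CPM in CD69- CD4SP.

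Of 36 listed genes of the response to TCR signals, 18 rose and 2 fell in CD69+ DP relative to CD69- DP, and 21 rose and 2 fell in CD4+ CD8 low (20 and 2, and 22 and 3, when adjusted over the list alone). Of those, 7 were transient, namely *Cd5*, *Cd28*, *Tox*, *Itm2a*, *Nab2*, *Mapk11* and *Gadd45b*. *Tox*, which encodes a nuclear factor needed for CD4 lineage development, had a log2 fold change of 2.41 (SE 0.14, adjusted p = 9.05e-07 from edgeR) in CD69+ DP. *Nab2*, a cofactor of EGR transcription factors, had 2.85 (SE 0.17, adjusted p = 9.85e-07 from edgeR), and *Cd5*, which dampens TCR signals, 1.91 (SE 0.16, adjusted p = 9.04e-06 from edgeR). *Tnfrsf9*, which encodes the costimulatory receptor 4-1BB, rose to 53.7 ± 34.3 CPM in CD69+ DP from 0.465 ± 0.101 CPM and was still at 71.2 ± 7.00 CPM in TCR hi CD8SP. *Cd69*, *Egr1* and *Nr4a1* did not pass between CD69+ DP and CD69- DP, at log2 fold changes of 0.37 (SE 0.55), -0.97 (SE 0.63) and 0.20 (SE 0.79) with adjusted p of 0.683, 0.314 and 0.886 from edgeR. The CD69- DP libraries differed in these genes, with *Cd69* at 45.8 CPM in replicate 2 and at 411 and 288 CPM in replicates 1 and 3.

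Transcripts of other cell types moved with these genes. Of the listed macrophage, dendritic cell and B cell genes, 11 of 13, 10 of 13 and 11 of 12 had enough counts to be tested. Of those tested, 11, 8 and 6 were higher in CD69+ DP than in CD69- DP, and 2 of the B cell genes were lower (11, 9 and 6 higher when adjusted over the list alone). The immunoglobulin gene *Igkc* was at 32.2 ± 21.9 CPM in CD69+ DP and 1.07 ± 0.373 CPM in CD69- DP, and *C1qb*, a complement gene of macrophages, at 5.87 ± 4.17 CPM and 0.345 ± 0.205 CPM. *Cd74*, the invariant chain of MHC class II, was at 67.5 ± 18.9 CPM and 3.35 ± 0.813 CPM. In CD4+ CD8 low, replicate 2 held more *Rag1* than replicate 1, 981 against 32.8 CPM. Without that library and the CD69- CD4SP library with raised *Rag1*, a choice made after seeing the data, 92 genes were called transiently higher and 68 lower. Genes called higher numbered 128 without replicate 2 of CD69+ DP and 122 and 100 without replicate 1 or replicate 2 of CD69- CD4SP, and genes called lower 77, 88, 61, 66 and 75 without replicate 3 of CD69- DP, replicate 2 of CD69+ DP, replicate 1 of CD4+ CD8 low, replicate 2 of CD69- CD4SP and replicate 2 of TCR hi CD8SP.

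**Figure D2:**
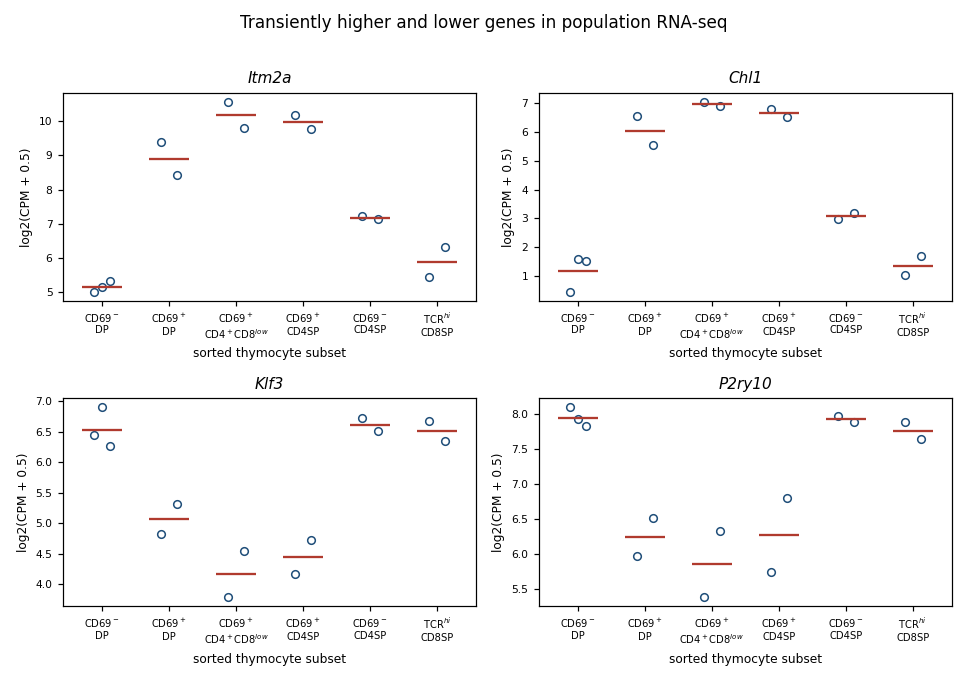
Levels of *Itm2a*, *Chl1*, *Klf3* and *P2ry10* in each library, as log2(CPM + 0.5), across the 6 sorted subsets. Open circles are libraries and red lines are subset means of the plotted log2 values. Means given in CPM are taken over CPM and can lie away from the lines. *Itm2a* and *Chl1* peak in CD4+ CD8 low, at means of 1203 and 125 CPM, where *Klf3* and *P2ry10* are lowest, at 18.1 and 60.6 CPM.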

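The mature CD4 and CD8 subsets differed in the coreceptor genes, in the CD4 lineage factor gene *Zbtb7b* and in genes of CD8 and cytotoxic T cells. *Zbtb7b* (ENSMUSG00000028042), which encodes the CD4 lineage factor ThPOK, was at 163 ± 35.4 CPM (SD, n = 2) in CD69- CD4SP and 0.898 ± 0.171 CPM (SD, n = 2) in TCR hi CD8SP. *Cd4* (ENSMUSG00000023274) was at 1305 ± 103 CPM and 8.50 ± 2.82 CPM. *Cd8a* (ENSMUSG00000053977) was at 25.9 ± 18.8 CPM in CD69- CD4SP and 1467 ± 226 CPM in TCR hi CD8SP, and *Itgae* (ENSMUSG00000005947), the integrin chain CD103 of CD8 T cells, at 40.5 ± 9.17 CPM and 716 ± 12.5 CPM.

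With edgeR's quasi-likelihood test, 195 genes were higher in CD69- CD4SP and 144 were higher in TCR hi CD8SP at an adjusted p under 0.05, 2.54% of the genes tested. Of 14 listed genes of CD4 T cells, 8 were higher in CD69- CD4SP, none was lower and 6 did not pass (11 higher when adjusted over the list alone). The log2 fold changes of CD69- CD4SP over TCR hi CD8SP were 7.45 (SE 0.45, adjusted p = 6.21e-06 from edgeR) for *Zbtb7b* and 7.29 (SE 0.30, adjusted p = 1.61e-07 from edgeR) for *Cd4*. *St8sia6*, a sialyltransferase gene, had 5.58 (SE 0.31, adjusted p = 3.05e-06 from edgeR) and *Cd40lg*, through which CD4 T cells help B cells, 5.57 (SE 0.53, adjusted p = 0.000237 from edgeR). Of 24 listed genes of CD8 and cytotoxic T cells, 13 were higher in TCR hi CD8SP, 1 was higher in CD69- CD4SP and 10 did not pass (16 and 3 when adjusted over the list alone). *Cd8a* and *Itgae* led them, at -5.83 (SE 0.71, adjusted p = 0.000969 from edgeR) and -4.14 (SE 0.46, adjusted p = 0.000573 from edgeR). *Cd8b1*, the other CD8 chain, had -3.61 (SE 0.48, adjusted p = 0.00174 from edgeR). The granule protein gene *Nkg7* was at 17.9 ± 4.23 CPM in CD69- CD4SP and 184 ± 24.9 CPM in TCR hi CD8SP, and *Prf1*, which encodes perforin, at 15.6 ± 0.683 CPM and 60.3 ± 13.4 CPM, both of which passed. *Cst7*, an inhibitor of cathepsins, had a log2 fold change of -2.57 (SE 0.42), a call that ended without replicate 1 of either subset. The gene of that list higher in CD69- CD4SP was *Prdm1*, which encodes the repressor Blimp-1, at 6.96 ± 0.579 CPM and 1.12 ± 0.214 CPM, and it is named here after its value was seen.

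The transcription factor gene *Runx1* was higher in CD69- CD4SP, at 156 ± 10.9 CPM against 53.3 ± 5.25 CPM, with a log2 fold change of 1.55 (SE 0.16, adjusted p = 0.000394 from edgeR). *Runx3*, the RUNX factor of the CD8 lineage, was at 37.3 ± 15.2 CPM and 97.2 ± 6.92 CPM and did not pass, at -1.38 (SE 0.33, adjusted p = 0.0528 from edgeR). It passed with DESeq2 and without the filter on low counts. Ranked by log2 fold change among genes of at least 5 CPM in TCR hi CD8SP, the largest differences toward that subset after *Cd8a* were those of the adhesion receptor gene *Adgrg5*, at 3.33 ± 0.139 CPM in CD69- CD4SP and 131 ± 8.78 CPM in TCR hi CD8SP, and of the potassium channel gene *Kcnc1*. The number of genes depended on single libraries, at 117 and 163 without replicate 1 or replicate 2 of TCR hi CD8SP and 156 and 191 without replicate 1 or replicate 2 of CD69- CD4SP, and was 166 without the libraries with raised *Rag1*. DESeq2 called 520 genes, and edgeR without the filter on low counts 856.

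**Figure D3:**
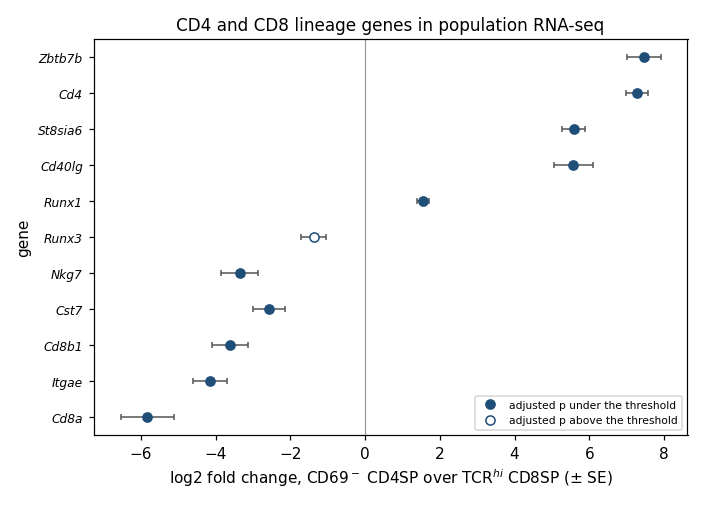
Log2 fold changes of CD69- CD4SP over TCR hi CD8SP for CD4 and CD8 lineage genes, with standard errors as bars. Filled points have an adjusted p under 0.05 and the open point does not, and values run from 7.45 for *Zbtb7b* to -5.83 for *Cd8a*, with *Runx3* at -1.38.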

We defined activation genes as genes that were transiently up- or downregulated between the CD69^−^ DP stage and the CD4 and CD8 SP stages of differentiation (*P* < 0.05, *n* = 524), and CD4 and CD8 lineage genes as genes that were differentially expressed between CD69^−^ CD4SP and TCR^hi^ CD8SP (*P* < 0.05, *n* = 344; Supplementary Data 3). We then calculated the enrichment of activation genes and lineage genes. PC1 was not enriched for activation (*P* = 0.327, Fisher Exact test, top 1000 highly correlated genes with PC1) and moderately enriched for CD4/CD8 lineage (*P* = 3.00e−06, Fisher Exact test, top 1000 highly correlated genes with PC1). PC2 was strongly enriched for activation (*P* = 2.22e−12, Fisher Exact test, top 1000 highly correlated genes with PC2), and only weakly for CD4/CD8 lineage (*P* = 0.0021, Fisher Exact test, top 1000 highly correlated genes with PC3). Finally, PC3 was strongly enriched for CD4/CD8 lineage (*P* = 1.15e−9, Fisher Exact test, top 1000 highly correlated genes with PC3), and only weakly for activation (*P* = 0.0055, Fisher Exact test, top 1000 highly correlated genes with PC3). This analysis validated that PC2 and PC3 reflect activation, and CD4/CD8 lineage identity, respectively.

### Classification of selection intermediates by *Cd4* and *Cd8a* coreceptor gene expression

We next examined the ability of scRNA-seq to reliably detect coreceptor transcripts in pre- and post-selection thymocytes. scRNA-seq found expression of both *Cd4* and *Cd8a* (*Cd4* and *Cd8a*) in 93.5% (93.5% *Cd4*^*+*^ *Cd8a*^*+*^, replicate 1) and 98.8% (98.8% *Cd4*^*+*^ *Cd8a*^*+*^, replicate 2) of individual pre-selection DP thymocytes. scRNA-seq detected *Cd4* but not *Cd8a* in 98.6% (98.6% *Cd4*^*+*^ *Cd8a*^*−*^, replicate 1) and 96.2% (96.2% *Cd4*^*+*^ *Cd8a*^*−*^, replicate 2) of CD4 SP and *Cd8a* but not *Cd4* in 92.1% of CD8 SP (92.1% *Cd4*^−^ *Cd8a*^*+*^, replicates 1 and 2, Fig. 2a). These data indicate that scRNA-seq detects appropriate constellations of coreceptor transcripts in the vast majority of pre- and post-selection thymocytes, and can therefore be used to classify selection intermediates into *Cd4*^*+*^ *Cd8a*^*+*^, *Cd4*^*+*^ *Cd8a*^*−*^, and *Cd4*^−^ *Cd8a*^*+*^ (Fig. 2b). This allowed us to identify transcriptional programs of individual selection intermediates of defined coreceptor status (Fig. 2c, see Supplementary Data 4 for an analysis of differential gene expression between selection intermediates classified by coreceptor status and Supplementary Fig. 4 for a heatmap of gene expression by individual selection intermediates in MHC class II^−/−^ thymus).

**Fig. 2:**
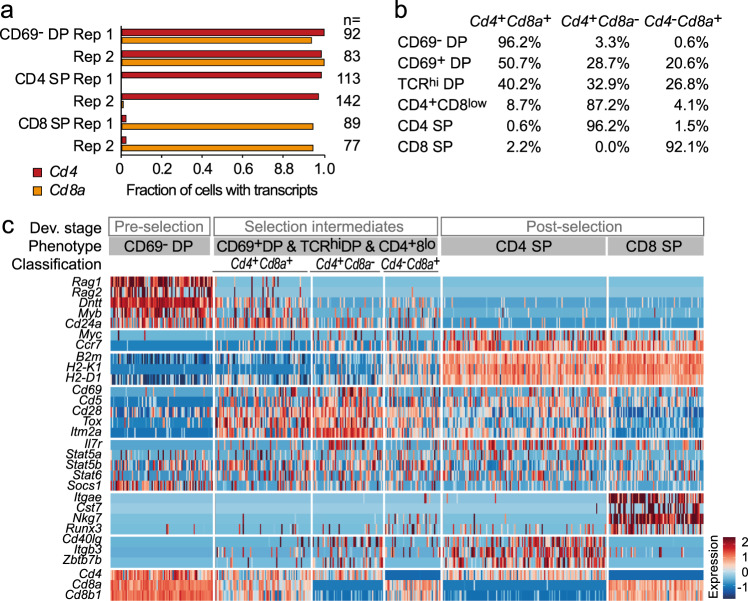
scRNA-seq reliably detects the coreceptor transcripts *Cd4* and *Cd8a*. **a** scRNA-seq detection frequencies of *Cd4* (red) and *Cd8a* (orange) in sorted CD69^−^ DP, CD4 SP and CD8 SP wild-type thymocytes. Bars of the same colour represent independent biological replicates. Cell numbers are listed in Supplementary Table 2. Source data are provided as a Source Data file. **b** Representation of *Cd4*^*+*^C*d8a*^*+*^, *Cd4*^*+*^*Cd8a*^−^ and *Cd4*^−^*Cd8a*^*+*^ coreceptor gene expression patterns in by CD69^−^ DP, CD69^+^DP, TCRβ^hi^ DP, CD4^+^CD8^low^, CD4 SP and CD8 SP wild-type thymocytes. **c** Cells (columns) are grouped by developmental stage (pre-selection, selection intermediates and post-selection) and cell surface phenotype. CD69^−^ DP represent pre-selection thymocytes, pooled CD69^+^DP, TCRβ^hi^ DP and CD4^+^CD8^low^ represent selection intermediates, CD4 SP, TCRβ^hi^ CD8 SP represent post-selection thymocytes. Selection intermediates are classified into *Cd4*^*+*^C*d8a*^*+*^, *Cd4*^*+*^*Cd8a*^−^ and *Cd4*^*−*^*Cd8a*^*+*^ based on scRNA-seq detection of *Cd4* and *Cd8a*. The data shown are for replicate 2. See Supplementary Table 7 for cell numbers.

### Expression of TCR and cytokine signalling genes by selection intermediates of defined coreceptor expression status

Kinetic signalling models predict that selection intermediates that terminate *Cd8* expression react to a loss of CD8-dependent TCR signalling by increased responsiveness to cytokines, which results in the expression of *Runx3* and the reversal of coreceptor gene expression^4^. In contrast to models where the differentiation of selection intermediates towards the CD8 lineage following CD4 to CD8 coreceptor reversal is exclusively driven by cytokine signals^20^, the expression of TCR-driven activation genes such as *Cd69, Egr1, Nr4a1* and *Itm2a* was significantly higher in *Cd4*^*+*^ *Cd8a*^*+*^, *Cd4*^*+*^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^*+*^ selection intermediates than in pre-selection DP (Fig. 3a). *Cd4*^−^*Cd8a*^*+*^ selection intermediates expressed slightly less *Cd69, Egr1* and *Itm2a*, (but not *Nr4a1*) than *Cd4*^*+*^*Cd8a*^−^ selection intermediates, but differences in TCR signalling gene expression between subsets of selection intermediates were minor compared to the highly significant changes from pre-selection DP to selection intermediates (Fig. 3a). IPA pathway analysis indicated significant activation of pathways downstream of the TCR and of CD3 in both *Cd4*^*+*^*Cd8a*^−^ and *Cd4*^−^*Cd8a*^*+*^ selection intermediates (Fig. 3b, left), again with minor differences between *Cd4-* and*Cd8a*-defined subsets of selection intermediates (Fig. 3b, right). Together, these data indicate active TCR signalling in both *Cd4*^*+*^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^*+*^ selection intermediates.

**Fig. 3:**
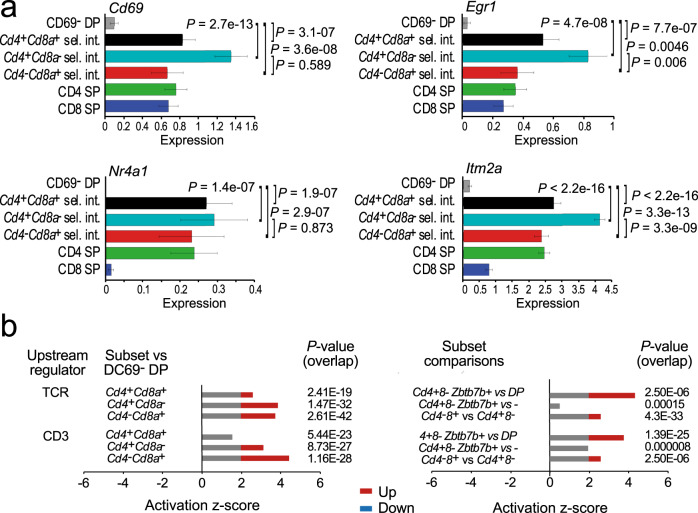
Expression of TCR signalling genes by selection intermediates of defined coreceptor gene expression status. **a** Expression of TCR activation genes *Cd69, Egr1, Nr4a1* and *Itm2a* by selection intermediates of the indicated coreceptor status. Means and standard errors are shown. *P*-values are derived by two-sided Wilcoxon rank-sum test. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file. **b** IPA analysis of pathway activity downstream of the TCR and of CD3. Activation *z*-scores above 2 and below −2 are considered significant. Selection intermediates versus CD69^−^ DP is shown on the left. Where available, comparisons between subsets of selection intermediates are shown on the right. Source data are provided as a Source Data file.

Expression of the *Il7r* gene was significantly elevated in *Cd4*^*+*^ *Cd8a*^*+*^, *Cd4*^*+*^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^*+*^ selection intermediates compared to pre-selection DP (Supplementary Fig. 5a). Conversely, expression of *Socs1*, the gene encoding the suppressor of cytokine signalling SOCS1, was significantly reduced in *Cd4*^*+*^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^*+*^ selection intermediates compared to pre-selection DP (Supplementary Fig. 5a). The expression of *Gimap* genes, which are targets of IL7R signalling, was also significantly elevated in *Cd4*^*+*^ *Cd8a*^*+*^, *Cd4*^*+*^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^*+*^ selection intermediates compared to pre-selection DP (Supplementary Fig. 5a). Members of the JAK and STAT families and a range of cytokines showed evidence for activation (Supplementary Fig. 5b), and so did TGFβ/SMAD and IFNγ, which are among the cytokines that can support the differentiation and/or survival of CD8 lineage thymocytes^20^ (Supplementary Fig. 5b). Significant activation scores downstream of STATs and IFNγ in *Cd4*^−^ *Cd8a*^*+*^ selection intermediates and of JAKs, TGFβ/SMAD and other cytokines in both *Cd4*^*+*^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^*+*^ subsets suggest that cytokine signalling pathway activity is not restricted to *Cd4*^−^ *Cd8a*^*+*^ selection intermediates, and therefore not strictly linked to coreceptor reversal^21–23^.

### Lineage-specific expression of *Zbtb7b* but not *Runx3*

The transcription factors *Zbtb7b* and *Runx3* are central to CD4 and CD8 lineage specification, respectively^24–27^. In wild-type selection intermediates, *Zbtb7b* was significantly upregulated in the *Cd4*^*+*^ *Cd8a*^−^ subset, while *Runx3* was significantly upregulated in the *Cd4*^−^ *Cd8a*^+^ subset of selection intermediates (Fig. 4a). Accordingly, *Zbtb7b* and *Runx3* were differentially expressed between *Cd4*^*+*^ *Cd8a*^−^ versus *Cd4*^−^ *Cd8a*^+^ selection intermediates (Fig. 5b). *Zbtb7b* was expressed in *Cd4*^*+*^ *Cd8a*^*+*^ and *Cd4*^*+*^ *Cd8a*^−^ selection intermediates and CD4 SP thymocytes (Fig. 4c, d), but was completely absent from pre-selection DP, *Cd4*^−^ *Cd8a*^+^ selection intermediates, and CD8 SP thymocytes (Fig. 4c). *Zbtb7b* was almost completely absent from selection intermediates in MHC class II-deficient thymi (Fig. 4d), indicating that MHC class II was required for the expression of *Zbtb7b* by selection intermediates^28^. Hence, *Zbtb7b* expression was restricted to the CD4 lineage, and its induction required MHC class II, consistent with its role as a CD4 lineage-specifying transcription factor^24,25,28^. In contrast, *Runx3* transcripts were detected not only in CD8 lineage cells, but also in CD4 SP, *Cd4*^*+*^ *Cd8a*^*+*^ and *Cd4*^*+*^ *Cd8a*^−^ selection intermediates (Fig. 4c). These *Runx3* transcripts originated predominantly from the distal *Runx3* promoter. *Runx3* expression in CD4 lineage cells (CD4 SP and *Cd4*^*+*^ *Cd8a*^−^ selection intermediates) was significantly more frequent (63/419) than *Zbtb7b* expression in CD8 lineage cells (0/245 CD8 SP and *Cd4*^−^ *Cd8a*^*+*^ selection intermediates, *P* = 4.58e−14, two-sided Fisher’s Exact test for count data). According to kinetic signalling models, the expression of *Runx3* is linked to coreceptor reversal from *Cd4*^*+*^ *Cd8a*^−^ to *Cd4*^−^ *Cd8a*^*+*^ and to CD8 lineage differentiation^4^. The presence of *Runx3* in *Cd4*^*+*^ *Cd8a*^*+*^ and *Cd4*^*+*^ *Cd8a*^*−*^ selection intermediates and CD4 SP thymocytes indicates that *Runx3* expression is not strictly lineage-specific, and that the induction of *Runx3* is not linked to coreceptor reversal.

**Fig. 4:**
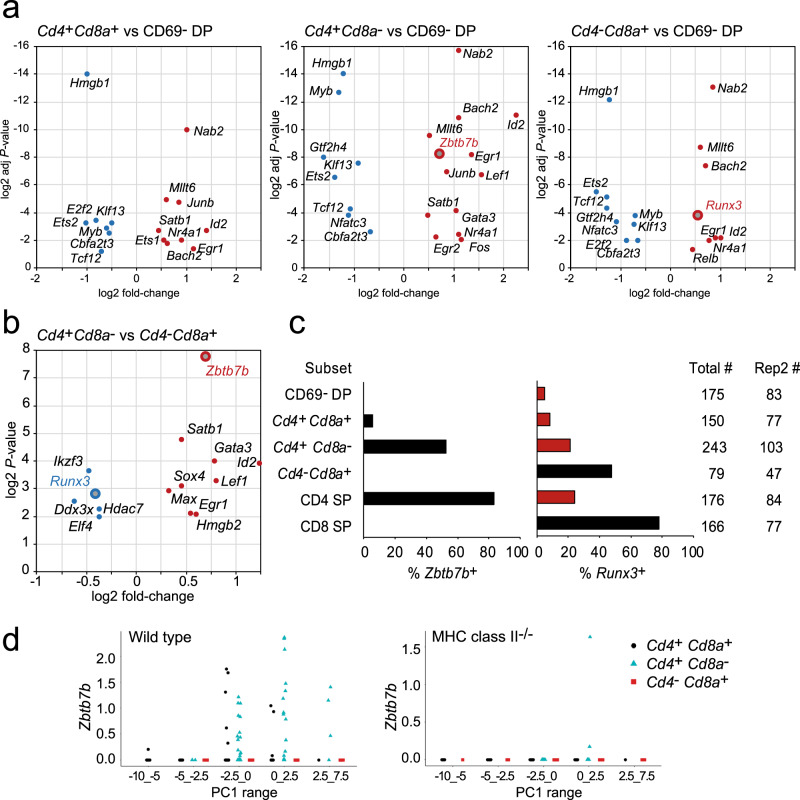
Lineage-specific expression of *Zbtb7b* but not *Runx3*. **a** Differential expression of transcriptional regulators in *Cd4*^*+*^*Cd8a*^*+*^ (left), *Cd4*^*+*^*Cd8a*^−^ (middle) and *Cd4*^−^*Cd8a*^+^ selection intermediates (right) compared to CD69^−^ DP. Shown are log2 fold-changes and adjusted *P*-values (two-sided Wilcoxon rank-sum test). *Zbtb7b* and *Runx3* are highlighted. Source data are provided as a Source Data file. **b** Differential expression of transcriptional regulators in *Cd4*^*+*^*Cd8a*^−^ versus *Cd4*^−^*Cd8a*^+^ selection intermediates. Shown are log2 fold-changes and nominal *P*-values (two-sided Wilcoxon rank-sum test). *Zbtb7b* and *Runx3* are highlighted. Source data are provided as a Source Data file. **c** The frequency of *Zbtb7b* (left) and *Runx3* expression (right) in the indicated thymocyte subsets is shown for wild-type replicate 2. Black: ‘lineage-appropriate’ expression. Red: ‘lineage-inappropriate’ expression. Source data are provided as a Source Data file. **d** The expression of *Zbtb7b* by selection intermediates of the indicated coreceptor gene expression status for different PC1 ranges in wild type (left) and MHC class II^−/−^ thymus (right). Source data are provided as a Source Data file.

**Fig. 5:**
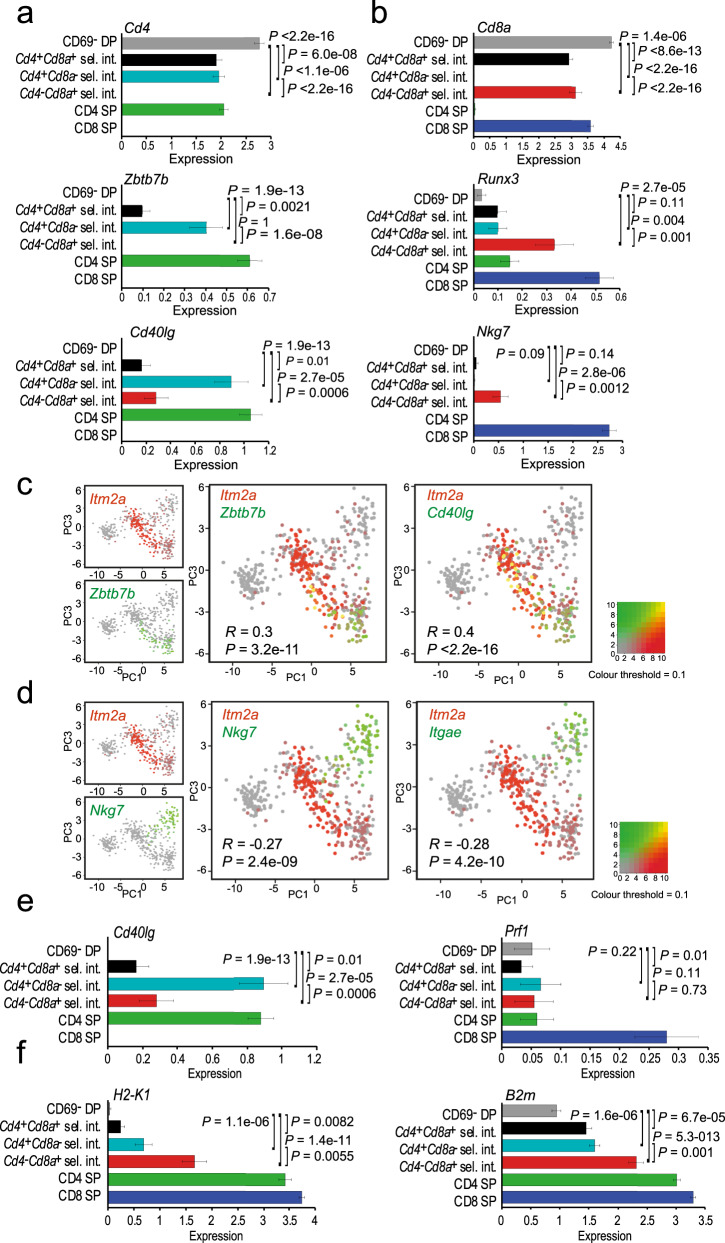
CD4 and CD8 lineage characteristics are established at different times during CD4/CD8 lineage choice and differentiation. **a** Expression of *Cd4*, *Zbtb7b* and *Cd40lg* by selection intermediates of the indicated coreceptor status. Means and standard errors are shown. *P*-values are derived by two-sided Wilcoxon rank-sum test. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file. **b** Expression of *Cd8a*, *Runx3* and *Nkg7* by selection intermediates of the indicated coreceptor status. Means and standard errors are shown. *P*-values are derived by two-sided Wilcoxon rank-sum test. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file. **c** Co-expression of the activation marker *Itm2a* with the CD4 lineage marker *Zbtb7b* and of *Cd40lg* (*R* = 0.30, *P* = 3.2e−11 and *R* = 0.40*, P* < 2.2e−16, respectively). See Supplementary Fig. 6a for a depiction of the positive correlation between *Itm2a* and the CD4 lineage markers *Zbtb7b* and *Cd40lg*. Source data are provided as a Source Data file. **d** Lack of co-expression of the activation marker *Itm2a* with the CD8 lineage markers *Nkg7* and *Itgae* (*R* = −0.27, *P* = 2.4e−09 and *R* = −0.28*, P* = 4.2e−10, respectively). See Supplementary Fig. 6b for a depiction of the negative correlation between *Itm2a* and the CD8 lineage markers *Nkg7* and *Itgae*. Source data are provided as a Source Data file. **e** Mean expression of *Cd40lg*, involved in T cell help, and the cytotoxic T cell marker *Prf1* in selection intermediates with distinct coreceptor gene expression. Means and standard errors are shown. *P*-values are derived by two-sided Wilcoxon rank-sum test. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file. **f** Mean expression of *H2-K1* and *B2m* in selection intermediates with distinct coreceptor gene expression. Means and standard errors are shown. *P*-values are derived by two-sided Wilcoxon rank-sum test. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file.

### CD4 and CD8 lineage characteristics are established at different times during CD4/CD8 lineage choice and differentiation

Gene expression in *Cd4*^+^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^+^ subsets of selection intermediates showed a modest (*R* = 0.17) but highly significant correlation with CD4 SP and CD8 SP populations, respectively (Supplementary Table 4) with overall coherence in the direction of regulation (*P* < 2.2e−16, Asymptotic Linear-by-Linear Association Test). 

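In the population RNA-seq, CD69- CD4SP compared with TCR hi CD8SP also held transcripts of regulatory and innate-like T cells. Some listed genes of migration and of cytokine signalling passed too, where 2.54% of all genes tested did. A gene that did not pass may still differ, since differences of a factor of 2 were often missed in simulated data. *Foxp3*, which specifies regulatory T cells, was at 67.4 ± 26.0 CPM (SD, n = 2) in CD69- CD4SP and 2.93 ± 0.533 CPM (SD, n = 2) in TCR hi CD8SP. *Zbtb16*, which encodes the innate-like lineage factor PLZF, was at 26.7 ± 9.60 CPM and 0.573 ± 0.811 CPM.

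Of 13 listed regulatory T cell genes, 7 were higher in CD69- CD4SP and none was lower (11 higher when adjusted over the list alone, edgeR's quasi-likelihood test). *Il1rl1*, the IL-33 receptor, had no count in TCR hi CD8SP and was at least 35.6-fold higher in CD69- CD4SP, a call that ended without replicate 1 of TCR hi CD8SP. The integrin gene *Itgb8*, which activates TGF-β, had a log2 fold change of 5.18 (SE 0.61, adjusted p = 0.000834 from edgeR) and *Foxp3* 4.54 (SE 0.44, adjusted p = 0.00024 from edgeR). Of 11 tested genes of NK and innate-like T cells (12 were listed), 4 were higher in CD69- CD4SP and 2 in TCR hi CD8SP (7 and 2 when adjusted over the list alone). *Zbtb16* had 5.30 (SE 0.86, adjusted p = 0.00532 from edgeR), and *Klrb1c*, which encodes the NK cell receptor NK1.1, 4.52 (SE 0.51, adjusted p = 0.000654 from edgeR).

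Of 16 genes of chemokine receptors and migration, 2 were higher in CD69- CD4SP and 2 in TCR hi CD8SP (4 and 2 when adjusted over the list alone). *Ccr6* was at 6.37 ± 2.17 CPM in CD69- CD4SP and 0.225 ± 0.0428 CPM in TCR hi CD8SP, a call that ended without replicate 1 of TCR hi CD8SP. *Ccr9*, the receptor for the thymic and gut chemokine CCL25, was higher in TCR hi CD8SP, at 636 ± 157 CPM against 148 ± 34.9 CPM, with a log2 fold change of -2.11 (SE 0.21, adjusted p = 0.000253 from edgeR). Of 29 genes of cytokine signalling, 2 were higher in CD69- CD4SP and none was lower (7 and 1 when adjusted over the list alone). They were the feedback inhibitors *Socs2*, at 6.33 ± 0.311 CPM against 0.258 ± 0.185 CPM, and *Cish*, with a log2 fold change of 1.37. The call of *Socs2* ended without replicate 1 of TCR hi CD8SP, and that of *Cish* without replicate 3 of CD69- DP, replicate 1 of CD69- CD4SP or either replicate of TCR hi CD8SP. Of 8 tested genes of double-negative thymocytes (10 were listed), 1 was higher in CD69- CD4SP, the IL-2 receptor chain gene *Il2ra* at 3.84 (SE 0.31, adjusted p = 7.03e-05 from edgeR). When adjusted over the list alone, 3 were higher and 2 lower. *Il2ra* is also on the list of regulatory T cell genes and is among those counted as higher above. Of 11 macrophage and 10 dendritic cell genes, 1 each was higher in CD69- CD4SP, *Mpeg1* and *Siglech* (1 and 6 when adjusted over the list alone), and the call of *Siglech* ended without any one of the libraries of CD69- CD4SP or TCR hi CD8SP.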

*Cd4*^+^ *Cd8a*^−^ selection intermediates showed higher expression of the CD4 lineage marker *Zbtb7b* and of *Cd40lg* than *Cd4*^**−**^ *Cd8a*^+^ selection intermediates (Fig. 5a). By contrast, *Cd4*^−^ *Cd8a*^+^ selection intermediates showed higher expression of *Runx3* and the CD8 lineage marker *Nkg7* (Fig. 5b). These data indicate that *Cd4*^+^ *Cd8a*^−^ selection intermediates have features of CD4 lineage cells, and *Cd4*^−^ *Cd8a*^+^ selection intermediates have features of CD8 lineage cells.

To address the temporal relationship between thymocyte activation and lineage specification, we examined the dynamics of CD4 and CD8 lineage marker gene expression at the single-cell level. We found that the CD4 lineage marker *Zbtb7* and also *Cd40lg* were frequently expressed alongside activation markers, as illustrated by *Itm2a* (Fig. 5c). The expression of *Zbtb7b* and *Cd40lg* was positively correlated with *Itm2a* (Fig. 5c and Supplementary Fig. 6a). In contrast, CD8 lineage markers such as *Nkg7* and *Itgae* were upregulated largely after the expression of *Itm2a* had subsided, and the expression of *Nkg7* and *Itgae* was negatively correlated with *Itm2a* (Fig. 5d and Supplementary Fig. 6b). *Cd40lg* (CD154) is a mediator of T cell help^29^, and acquired by *Cd4*^*+*^*Cd8a*^−^ selection intermediates (Fig. 5e). Granzyme B (*Gzmb*) and perforin (*Prf1*) mediate cytotoxic T cell functions. While *Gzmb* expression is acquired by CD8 T cells post-thymically, *Prf1* expression was largely restricted to CD8 SP (Fig. 5e). The same was seen for *Itgae* (CD103), which forms a heterodimer that interacts with E-cadherin and facilitates cytotoxic functions^30,31^. Hence, the CD4 lineage characteristics examined here were acquired concomitantly with activation during CD4/CD8 lineage choice and differentiation, whereas CD8 lineage characteristics were acquired largely subsequent to activation. To ask how patterns of coreceptor expression relate to maturation state, we compared the expression of *H2-K1* and *B2m* between *Cd4*^+^ *Cd8a*^−^ and *Cd4*^−^ *Cd8a*^+^ selection intermediates. *H2-K1* and *B2m* were more highly expressed in *Cd4*^−^ *Cd8a*^+^ than in *Cd4*^+^ *Cd8a*^+^ or *Cd4*^+^ *Cd8a*^−^ selection intermediates (Fig. 5f), suggesting that *Cd4*^−^ *Cd8a*^+^ selection intermediates are more mature than the *Cd4*^+^ *Cd8a*^+^ or *Cd4*^+^ *Cd8a*^−^ subsets.

### Waves of coreceptor gene expression during CD4/CD8 lineage choice and differentiation

To address the order and the timing of coreceptor gene activity patterns during CD4/CD8 lineage choice and differentiation, we projected the expression of *Cd4* and *Cd8a* onto the principal components PC1 versus PC2 (Fig. 6a), and PC1 versus PC3 (Fig. 6b). Visual inspection suggested that *Cd4*^+^ *Cd8a*^−^ cells appear before *Cd4*^−^ *Cd8a*^+^ cells along the maturation axis PC1. This was supported by average Euclidian distances between subsets of selection intermediates and SP thymocytes (PC1 and PC3: *Cd4*^+^ *Cd8a*^−^ selection intermediates: 6.08 to CD4 SP, 6.93 to CD8 SP; *Cd4*^−^ *Cd8a*^+^ selection intermediates: 5.43 to CD4 and CD8 SP). To formally evaluate the order of *Cd4*^+^*Cd8a*^+^, *Cd4*^+^*Cd8a*^−^ and *Cd4*^−^*Cd8a*^+^ selection intermediates, we plotted their frequencies and compared their position along the PC1 trajectory with that of pre-selection DP (CD69^−^ DP), CD4 SP and CD8 SP thymocytes (Fig. 6c). We found that early peaks of *Cd4*^+^ *Cd8a*^+^ and *Cd4*^+^ *Cd8a*^−^ selection intermediates were followed by a later peak of *Cd4*^−^ *Cd8a*^+^ selection intermediates (Fig. 6d, *P* = 1.35e−14, one-sided Kolmogorov–Smirnov test, Supplementary Fig. 7).

**Fig. 6:**
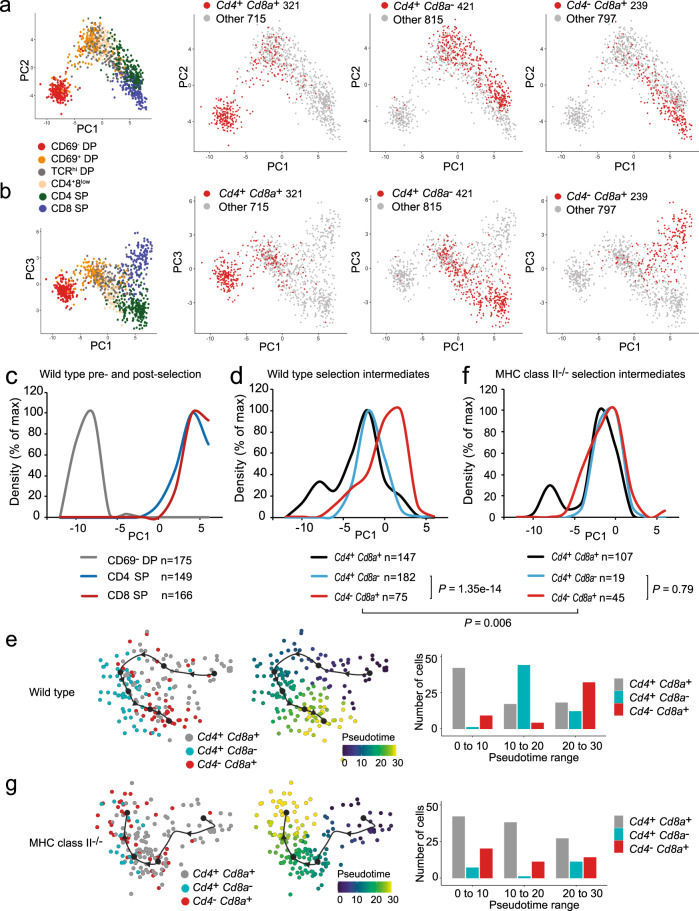
The temporal sequence of coreceptor gene expression by selection intermediates. **a** PCA 1 versus 2. The inset (far left) shows all cells coloured by cell surface phenotype. Red dots show the position of cells that are *Cd4*^+^*Cd8a*^+^ (left), *Cd4*^+^*Cd8a*^−^ (centre) or *Cd4*^−^*Cd8a*^+^ (right). Source data are provided as a Source Data file. **b** PCA 1 versus 3. The inset (far left) shows all cells coloured by cell surface phenotype. Red dots show the position of cells that are *Cd4*^+^*Cd8a*^+^ (left), *Cd4*^+^*Cd8a*^−^ (centre) or *Cd4*^−^*Cd8a*^+^ (right). Source data are provided as a Source Data file. **c** The temporal sequence of pre- and post-selection wild-type thymocytes. The vertical axis shows the number of pre-selection DP, CD4 SP and CD8 SP expressed normalised to the maximal number of cells detected for each population. The number of cells in each cell population is indicated. Source data are provided as a Source Data file. **d** The temporal sequence of coreceptor gene expression by selection intermediates. The vertical axis shows the number of selection intermediates with the indicated coreceptor gene expression normalised to the maximal number of cells for each gene expression pattern. The number of selection intermediates with each coreceptor gene expression pattern is indicated. *P*-values: one-sided Kolmogorov–Smirnov test. See Supplementary Fig. 7 for individual biological replicates. Source data are provided as a Source Data file. **e** Slingshot trajectory of wild-type *Cd4*^+^*Cd8a*^+^, *Cd4*^+^*Cd8a*^−^, *Cd4*^−^*Cd8a*^+^ selection intermediates based on PCA clustering (top), pseudotime analysis (middle) and quantification of coreceptor gene expression patterns along the pseudotime axis (bottom). *P*-values: one-sided Kolmogorov–Smirnov test. The alternative Slingshot clustering options, MDS and t-SNE, gave equivalent results. **f** The order of coreceptor gene expression patterns is not invariant. The position of MHC class II^−/−^ selection intermediates *Cd4*^+^*Cd8a*^+^, *Cd4*^+^*Cd8a*^−^, *Cd4*^−^*Cd8a*^+^ along PC1. Note the difference between wild-type (**d**) and MHC class II^−/−^ (**f**). *P*-values: one-sided Kolmogorov–Smirnov test. Source data are provided as a Source Data file. **g** Slingshot trajectory of MHC class II^−/−^ *Cd4*^+^*Cd8a*^+^, *Cd4*^+^*Cd8a*^−^, *Cd4*^−^*Cd8a*^+^ selection intermediates based on PCA clustering (top), pseudotime analysis (middle) and quantification of coreceptor gene expression patterns along the pseudotime axis (bottom). *P*-values: one-sided Kolmogorov–Smirnov test. The alternative Slingshot clustering options, MDS and t-SNE, gave equivalent results.

As a complementary approach to gauge the order of coreceptor activity patterns, we examined trajectories identified by the Slingshot algorithm^32^ (Fig. 6e, left). Quantification of selection intermediates along pseudotime (Fig. 6e, middle) supported the conclusion that *Cd4*^+^*Cd8a*^−^ selection intermediates precede *Cd4*^−^*Cd8a*^+^ selection intermediates (Fig. 6e, right, *P* = 1.18e−08, one-sided Kolmogorov–Smirnov test).

If this order reflects an inherent program of coreceptor gene expression in TCR-signalled thymocytes with fixed timing, the same sequence of events would ensue even in a setting where all TCR signals are triggered by engagement of MHC class I. Selection intermediates in MHC class II-deficient thymi provide a simple test for this prediction. We therefore repeated the analysis described above with thymocytes from MHC class II-deficient mice. Unexpectedly, we found that *Cd4*^*+*^*Cd8*^−^ and *Cd4*^−^*Cd8*^*+*^ selection intermediates arose simultaneously along PC1 when TCR ligand availability was restricted to MHC class I (Fig. 6f, *P* = 0.79, one-sided Kolmogorov–Smirnov test). This conclusion was corroborated by trajectory analysis (Fig. 6g, *P* = 0.77, one-sided Kolmogorov–Smirnov test). These data suggest that the CD4 and CD8 lineages arise sequentially, but that the timing of this sequence is not hardwired.

### MHC class discrimination by selection intermediates

Given that the timing of coreceptor gene expression patterns was determined by the availability of MHC class II, we next analysed the expression of TCR activation genes as a proxy for TCR signalling in wild-type and MHC class II-deficient selection intermediates. MHC class II^−/−^ *Cd4*^+^*Cd8a*^+^ selection intermediates showed significantly lower expression of *Cd69, Cd5* and other TCR activation genes than wild-type *Cd4*^+^*Cd8a*^+^ selection intermediates (Fig. 7a and Supplementary Fig. 8). The expression of the inducible transcription factors *Nr4a1, Egr1* and *Nab2* (a repressor of EGR transcription factors) and the inducible signalling component *Mapk11* was also reduced in MHC class II^−/−^ *Cd4*^+^*Cd8a*^+^ selection intermediates (Fig. 7a). This indicates that *Cd4*^+^*Cd8a*^+^ selection intermediates are capable of MHC class discrimination. Reduced expression of TCR-induced genes was also found in *Cd4*^+^*Cd8a*^+^ selection intermediates that were phenotypically CD4^+^CD8^+^ (Fig. 7b). This indicates that MHC class discrimination by selection intermediates was not contingent on the loss of either CD4 or CD8 coreceptors. MHC class-dependent differences in TCR activation gene expression in *Cd4*^+^*Cd8a*^+^ selection intermediates were followed by altered transcription factor and cytokine signalling gene expression at the *Cd4*^+^*Cd8a*^−^ stage. MHC class II^−/−^ *Cd4*^+^*Cd8a*^−^ selection intermediates showed increased expression of the IL7R downstream gene *Gimap3*, increased expression of *Runx1*, and a trend towards increased expression of *Runx3* (Fig. 7c). *Runx* transcription factors are known regulators of *Cd4* and *Cd8a* expression^26,27^. Taken together with the finding that *Cd4*^*+*^*Cd8*^−^ and *Cd4*^−^*Cd8*^*+*^ selection intermediates appear simultaneously in the MHC class II^−/−^ thymus, these data indicate that the strength of TCR signals affects the time spent at the *Cd4*^*+*^*Cd8*^−^ selection intermediate stage. Convergence of signal strength and the timing of coreceptor gene expression in selection intermediates unifies key aspects of quantitative and kinetic signalling models^4,13^ (summarised in Fig. 7d discussed below).

**Fig. 7:**
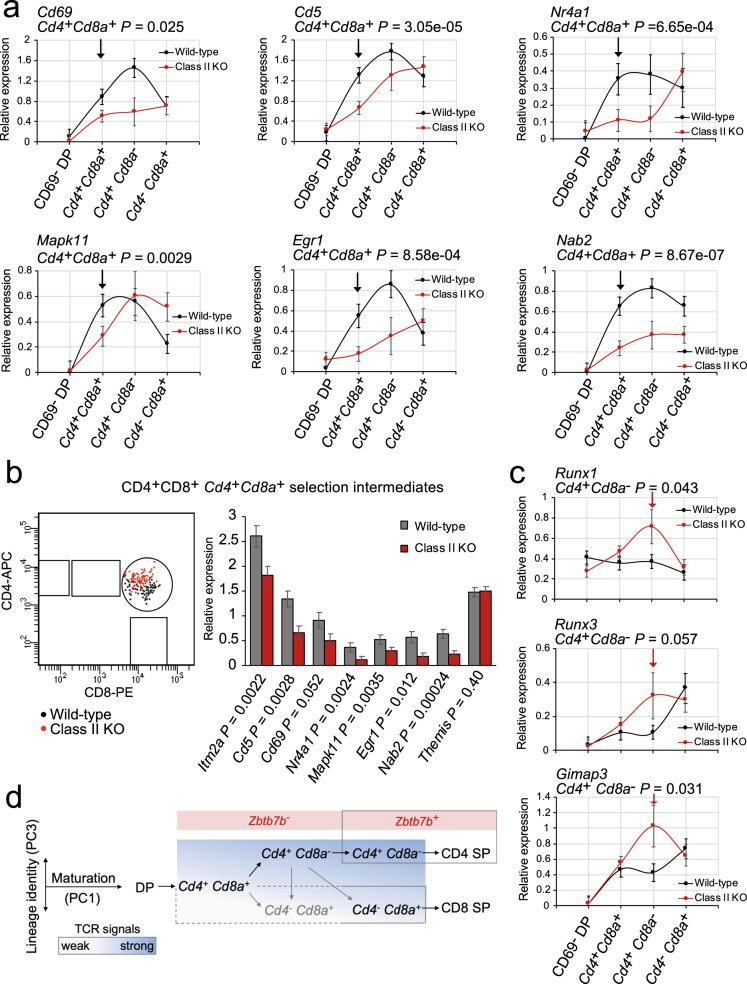
MHC class discrimination and *Cd4 Cd8a* coreceptor gene expression in selection intermediates. **a** Expression of TCR activation genes in CD69^−^ DP thymocytes and selection intermediates of the indicated coreceptor status in wild-type (black) and MHC class II-deficient thymi (red). Means and standard errors are shown*. P*-values (one-sided Wilcoxon rank-sum test) are for *Cd4*^+^*Cd8a*^+^ selection intermediates. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file. **b** Expression of cell surface CD4 and CD8 (left) and activation markers, transcription factors and signalling components (right) by CD69^+^DP and TCR^hi^ DP selection intermediates that retain expression of both *Cd4* and *Cd8a* coreceptors at the RNA level (wild-type *n* = 73, MHC class II-deficient *n* = 77). Themis is shown to illustrate that not all selection-related genes showed differential expression between MHC class II-deficient and wild-type selection intermediates. Means and standard errors are shown*. P*-values: one-sided Wilcoxon rank-sum test. Source data are provided as a Source Data file. **c** Expression of *Runx1, Runx3* and *Gimap3* in CD69^−^ DP thymocytes and selection intermediates of the indicated coreceptor status in wild-type (black) and MHC class II-deficient thymi (red). Means and standard errors are shown*. P*-values (one-sided Wilcoxon rank-sum test) are for *Cd4*^+^*Cd8a*^−^ selection intermediates. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file. **d** A working model that combines key aspects of signal strength and sequential coreceptor models by proposing that the signal strength is linked to the dynamics of coreceptor gene expression during CD4/CD8 lineage choice and differentiation. Boxed areas indicate dependence on MHC class II. The emergence of *Zbtb7b*^+^*Cd4*^+^*Cd8a*^−^ selection intermediates requires MHC class II (top). The strength of TCR signals affects the time spent at the *Cd4*^*+*^*Cd8*^−^ selection intermediate stage (darker blue indicates stronger signals, bottom). Grey arrows indicate possible transitions between coreceptor activity states that cannot be inferred directly from the data.

### Signal strength has the potential to subvert CD4/CD8 lineage choice

Current kinetic signalling models posit that CD4/CD8 lineage choice is determined exclusively by signal continuity in the face of sequential expression of CD4 and CD8 coreceptors, and not by MHC class discrimination based on signal strength^4,6,7,15,16^. This view was supported by re-engineering of *Cd8a* to encode the stronger signalling cytoplasmic tail of CD4 (CD8.4; ref. ^16^). Greater signal strength increased the number of preselection thymocytes recruited into the selection process and the efficiency of positive selection, but not CD4/CD8 lineage choice in MHC class II-deficient thymocytes or in mice transgenic for the MHC class I-restricted F5 TCR (refs. ^16,33^). To further explore whether signal strength can affect lineage choice, we examined the fate of thymocytes we opted for the MHC class I-restricted OT-I TCR because this TCR drives a prominent subset of CD4^+^CD8^low^ selection intermediates in the presence of wild-type CD8, and our previous studies had shown that CD8.4 enhances TCR-proximal signalling in OT-I transgenic thymocytes while retaining the requirement for MHC class I in positive selection^33^. We examined the generation of CD4 lineage cells in CD8.4 *Rag2*^−/−^OT-I TCR transgenic mice and found substantial numbers of CD4 SP thymocytes (Supplementary Fig. 9a) and CD4 lymph node T cells (Supplementary Fig. 9b), indicating that signal strength can undermine lineage choice.

## Discussion

A major obstacle to understanding CD4/CD8 lineage choice and differentiation has been that the expression of *Cd4* and *Cd8* coreceptor genes is not directly visible, and that the cell surface phenotype of selection intermediates does not reliably indicate coreceptor gene expression^34^. scRNA-seq identified *Cd4* and *Cd8a* coreceptor gene transcripts in the great majority of pre- and post-selection thymocytes, indicating very low dropout rates for the coreceptor genes *Cd4* and *Cd8a* in our scRNA-seq. The detection of coreceptor transcripts was therefore a strong indicator for the activity of coreceptor genes in individual cells, and allowed the classification of selection intermediates based on coreceptor gene expression. When combined with the position of individual selection intermediates within the framework of maturation, activation and lineage specification, this provided a direct view of the temporal order of coreceptor gene activity and the associated gene expression programs.

In the unperturbed thymus, *Cd4*^*−*^*Cd8*^*+*^selection intermediates appeared significantly later than *Cd4*^+^ C*d8a*^−^ selection intermediates. Interestingly, the order and the timing of coreceptor gene expression by selection intermediates was not hardwired, as *Cd4*^*+*^*Cd8*^*−*^ and *Cd4*^*−*^*Cd8*^*+*^ subsets arose simultaneously when TCR ligand availability was restricted to MHC class I.

The expression of *Zbtb7b* was initiated relatively early in *Cd4*^*+*^*Cd8a*^*−*^ selection intermediates, at a time when selection intermediates still showed abundant expression of activation markers. *Zbtb7b* expression was absolutely dependent on MHC class II and highly CD4 lineage-specific. In contrast, *Runx3* was expressed in a substantial fraction of non-CD8 lineage cells. This indicates that *Runx3* is not strictly a CD8 lineage marker, and that *Runx3* expression is not directly linked to coreceptor reversal.

*Cd4*^*+*^*Cd8*^*−*^ and *Cd4*^*−*^*Cd8*^*+*^ selection intermediates expressed TCR signalling-induced activation markers at significantly higher levels than pre-selection DP thymocytes. This suggests that TCR signalling continues in *Cd4*^*−*^*Cd8*^*+*^ selection intermediates, even though cytokine signalling is necessary for CD8 lineage differentiation and/or survival^20^. These data disagree with predictions by kinetic signalling models that termination of TCR signalling is essential for CD8 lineage commitment^20^ and instead support the view that continued TCR engagement and downstream signalling contribute to CD8 lineage differentiation^35–37^.

Early acquisition of CD4 lineage markers and mediators of helper T cell function contrasted with late acquisition of CD8 lineage markers and mediators of CTL function. We did not find co-expression of markers for both the CD4 and the CD8 cell lineage by selection intermediates other than *Cd4* and *Cd8a*. An interesting interpretation is that CD4 and CD8 lineage programs do not interfere with each other because they are implemented at different times during differentiation.

The expression of TCR activation genes was reduced when class II was absent, even in *Cd4*^+^*Cd8a*^+^ selection intermediates that still expressed both CD4 and CD8 on the cell surface. Hence, selection intermediates discriminate between MHC class I and -II, and this discrimination does not require the loss of coreceptor proteins or RNA. The absence of MHC class II also changed the timing of coreceptor gene expression by selection intermediates. We suggest a model that links signal strength and the timing of coreceptor gene expression in selection intermediates. In this scenario, the strength of TCR signals affects the time spent at the *Cd4*^*+*^*Cd8*^*−*^ selection intermediate stage (Fig. 7d). This model links MHC class discrimination to coreceptor gene expression where *Cd4*^*+*^*Cd8a*^*+*^ selection intermediates can distinguish between MHC classes before—and perhaps without—downregulation of *Cd8* expression. Cytokine signals are implicated in the expression of *Runx3*, which acts to repress *Cd4* and to activate *Cd8a* (refs. ^26,27^). MHC class II^−/−^ selection intermediates showed a notable trend for increased expression of the IL7R downstream gene *Gimap3* as well as *Runx1* and *Runx3* as potential mediators of coreceptor switching from *Cd4*^+^*Cd8a*^*−*^ to *Cd4*^*−*^*Cd8a*^+^ (refs. ^4,20,22^).

The ability of thymocytes to discriminate between MHC classes based on signal strength was a cornerstone of instructive models for CD4/CD8 lineage choice^1^, and an important feature of proposals that lineage choice is based on signal strength and duration^9–12^. Lineage choice by signal strength subsequently fell out of favour, largely because experiments with chimeric coreceptors suggested that increased signal strength failed to subvert CD4/CD8 lineage choice^4,16^. Our own data show that the chimeric CD8.4 coreceptor diverts thymocytes expressing the MHC class I-restricted OT-I TCR differentiate to the CD4 lineage. We suggest that weaker TCR signals downstream of MHC class I engagement trigger accelerated transition to *Cd4*^*−*^*Cd8a*^*+*^ coreceptor status and in this way minimise the risk of inappropriate lineage choice.

In summary, our single cell view of CD4/CD8 lineage choice and differentiation shows that selection intermediates discriminate MHC classes prior to the termination of *Cd4* or *CD8a* expression and adjust the timing of coreceptor gene expression accordingly. These findings bring together key aspects of quantitative signalling models where differences between TCR/CD4/MHC class II signals and TCR/CD8/MHC class I signals determine lineage choice and differentiation of DP thymocytes^13,38–40^ and of kinetic signalling models where lineage choice is aided by a program of sequential expression of coreceptors^4^. Signal strength alone does not fully explain lineage choice^4,6,7,9^ but contributes to correct lineage outcome, as indicated by mismatches between TCR specificity and lineage choice in settings where signal strength is perturbed (e.g. ref. ^15^, this study). We suggest that such mismatches may be minimised by the strategy uncovered here, which is to link transitions between coreceptor gene activity to signal strength.

## Methods

### Flow cytometry and cell sorting

Thymocyte cell suspensions were stained for 20 min at room temperature with CD4-APC, CD8a-PE, TCRb-BV421 and CD69-FITC (BD-Pharmingen). Single cells were sorted into 96-well plates containing lysis buffer using a FACSAria Fusion flow cytometer (BD Biosciences) and the gates depicted in Supplementary Fig. 1. Flow cytometry standard files were analysed with DIVA (BD Biosciences) and FlowJo v10 (TreeStar Inc) analysis software.

C57BL/6 (C57BL/6OlaHsd, Envigo, UK) and Mice lacking MHC class II expression^41^ (JAX stock #003584) were maintained separately under specific pathogen-free conditions under Project Licences issued by the Home Office, UK. OT-I *Rag2*^−/−^ and CD8.4 OT-I *Rag2*^−/−^ mice^32^ were maintained together at the Institute of Molecular Genetics of the Czech Academy of Sciences, Prague, in accordance with laws of the Czech Republic. Six-week-old male or female mice were killed by cervical dislocation, and thymocyte or lymph-node cell suspensions were stained with CD4-APC, TCRb-FITC, CD69-BV421 (Pharmingen) or CD4-Alexa Fluor 700, CD8a-PE or CD8a-BV421, TCRb-APC (Biolegend), and LIVE/DEAD NIR (ThermoFisher). Data acquisition was on a Cytek Aurora flow cytometer (Cytek Biosciences) and flow cytometry standard files were analysed with FlowJo v10 (TreeStar Inc) analysis software. Data were further analysed using GraphPad Prism v5.04 (GraphPad Software).

### scRNA-seq libraries and sequencing

Wild-type replicate 1: Full-length single-cell RNA-seq libraries were prepared using the Smart-seq2 protocol^42^ with minor modifications. Briefly, freshly harvested single cells were sorted into 96-well plates containing the lysis buffer (0.2% Triton-100, 1 U/µl RNase inhibitor). Reverse transcription was performed using SuperScript II (ThermoFisher Scientific) in the presence of 1 μM oligo-dT30VN (IDT), 1 μM template-switching oligonucleotides (QIAGEN) and 1 M betaine. cDNA was amplified using the KAPA Hifi Hotstart ReadyMix (Kapa Biosystems) and IS PCR primer (IDT), with 25 cycles of amplification. Following purification with Agencourt Ampure XP beads (Beckmann Coulter), product size distribution and quantity were assessed on a Bioanalyzer using a High Sensitivity DNA Kit (Agilent Technologies). A total of 140 pg of the amplified cDNA was fragmented using Nextera XT (Illumina) and amplified with Nextera XT indexes (Illumina). Products of each well of the 96-well plate were pooled and purified twice with Agencourt Ampure XP beads (Beckmann Coulter). Final libraries were quantified and checked for fragment size distribution using a Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies). Pooled sequencing of Nextera libraries was carried out using a HiSeq2000 (Illumina) to an average sequencing depth of 0.5 million reads per cell. Sequencing was carried out as paired-end (PE75) reads with library indexes corresponding to cell barcodes.

Wild-type replicate 2 and MHC class II^−/−^: Full-length single-cell RNA-seq libraries were prepared using the SMART-Seq v5 Ultra Low Input RNA (SMARTer) Kit for Sequencing (Takara Bio). All reactions were downscaled to one quarter of the original protocol and performed following thermal cycling manufacturer’s conditions. Cells were sorted into 96-well plates containing 2.5 µl of the Reaction buffer (1× Lysis Buffer, RNase Inhibitor 1 U/µl). Reverse transcription was performed using 2.5 µl of the RT MasterMix (SMART-Seq v5 Ultra Low Input RNA Kit for Sequencing, Takara Bio). cDNA was amplified using 8 µl of the PCR MasterMix (SMART-Seq v5 Ultra Low Input RNA Kit for Sequencing, Takara Bio) with 25 cycles of amplification. Following purification with Agencourt Ampure XP beads (Beckmann Coulter), product size distribution and quantity were assessed on a Bioanalyzer using a High Sensitivity DNA Kit (Agilent Technologies). A total of 140 pg of the amplified cDNA was fragmented using Nextera XT (Illumina) and amplified with double indexed Nextera PCR primers (IDT). Products of each well of the 96-well plate were pooled and purified twice with Agencourt Ampure XP beads (Beckmann Coulter). Final libraries were quantified and checked for fragment size distribution using a Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies). Pooled sequencing of Nextera libraries was carried out using a HiSeq4000 (Illumina) to an average sequencing depth of 0.5 million reads per cell. Sequencing was carried out as paired-end (PE75) reads with library indexes corresponding to cell barcodes.

### Data analysis

Smart-seq2 and SMARTer sequencing data were aligned with TopHat2 version 2.1.1 (ref. ^43^) that uses the bowtie2 version 2.3.4.3 for alignment^44^. We used the GRCm38 (mm10) mouse genome reference for alignment and gene annotation from UCSC. Read counts for genes were calculated using velocyto version 0.17 (ref. ^45^), for SMARTer sequencing data cells with total read counts <500,000 or >1500,000 were excluded, and the cell-gene count matrix obtained was used for downstream analysis.

We performed Seurat v3 (ref. ^46^) pre-processing (log-normalisation using variance stabilising transformation method), and identified highly variable (F-set) genes individually for each wild-type replicate (Supplementary Data 1). The highly variable genes from replicate 2 were selected and read counts from both replicates were piped to Seurat v3 standard integration workflow in order to generate integrated PCA for replicate 1 and replicate 2. We chose F-set from replicate 2 because replicate 2 scRNA-seq data were generated using the more sensitive SMARTer protocol compared to replicate 1 WT Smartseq2 data.

Using read counts for F-set genes, we applied Seurat v3 standard integration workflow for integrated analysis of replicate 1 WT Smartseq2 and replicate 2 WT/ MHC class II^−/−^ SMARTer datasets. The pipeline identified shared cell states that were present between replicate 1 and 2 by generating a batch-corrected expression matrix for F-set genes in all cells and enabling them to be jointly analysed. We then scaled the integrated data, ran PCA and visualised the results.

To find differentially expressed genes between sorted thymocyte subsets and between selection intermediates classified by coreceptor status, we applied Seurat v3 FindMarkers function on replicate 2 WT using two-sided Wilcoxon rank-sum test without cut-off threshold on log-fold-change. Heat maps were generated with Seurat v3 DoHeatmap function using log-normalisation values for candidate genes. FeaturePlot function with blend option was applied for visualisation of co-expression of gene pairs.

To find genes that changed along PC1, PC2 and PC3, we tested the null hypothesis of no change along PCs for each gene using the gam R package. Top 1000 genes by *P*-value were selected to create contingency tables with activation, differentiation and lineage-specific gene markers for Fisher Exact test.

Slingshot (ref. ^32^) was used for trajectory inference and pseudotime analysis of selection intermediates, based on a recent benchmark study of 57 trajectory inference methods^47^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

scRNA-seq data have been deposited at GEO under accession number GSE149207. Population RNA-seq data has been deposited at GEO under accession number GSE154670. All other data are included in the supplemental information or available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom Rmd scripts used for generating figures are available from Github: https://github.com/LMSBioinformatics/ScRNAseq-SMARTer-Analysis.

# Supplementary material for: The order and logic of CD4 versus CD8 lineage choice and differentiation in mouse thymus
**Source:** Nat Commun. 2021 Jan 4;12:99. doi: 10.1038/s41467-020-20306-w
**Supplement:** Supplementary file 1 — Supplementary Information

The order and logic of CD4 CD8 lineage choice and differentiation in mouse thymus

Mohammad M Karimi^{1,5}, Ya Guo^{1,6}, Xiaokai Cui¹, Husayn A Pallikonda¹, Veronika Horková², Yi-Fang Wang¹, Sara Ruiz Gil³, Gustavo Rodriguez-Esteban³, Irene Robles-Rebollo¹, Ludovica Bruno¹, Radina Georgieva¹, Bhavik Patel¹, James Elliott¹, Marian H Dore¹, Danielle Dauphars⁴, Michael S. Krangel⁴, Boris Lenhard¹, Holger Heyn³, Amanda G Fisher¹, Ondřej Štěpánek², Matthias Merkenschlager^{1*}

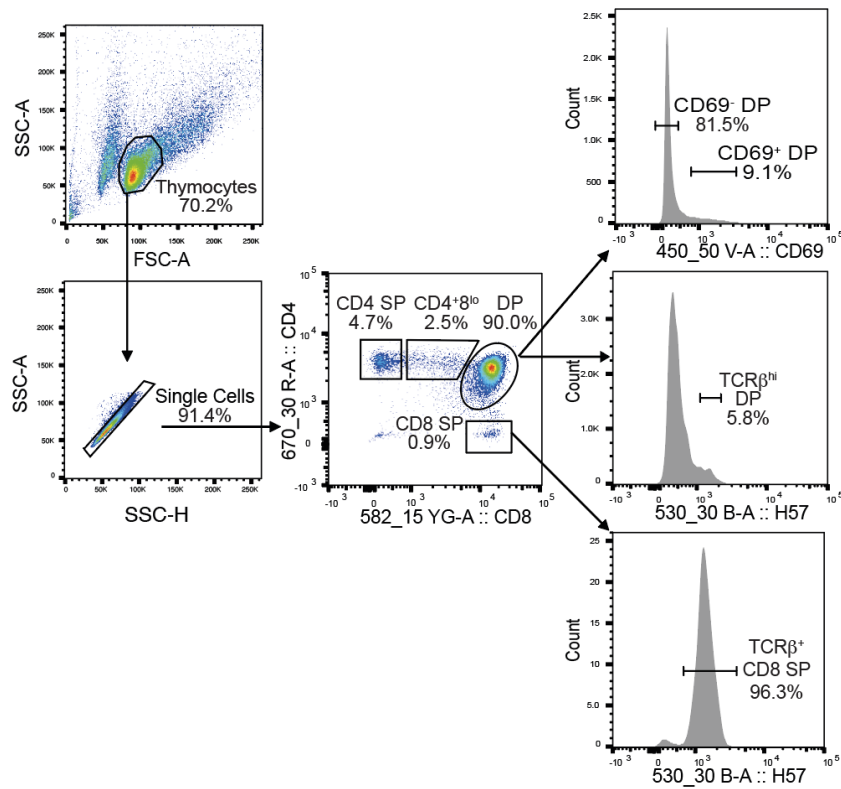

Supplementary Figure 1. Isolation of thymocyte subsets.

Plate layout was designed to represent each sorted population on each plate, enabling analysis of plates as technical replicates. Cells were sorted directly into lysis buffer and SMART-Seq2 libraries were prepared for sequencing of full length transcripts.

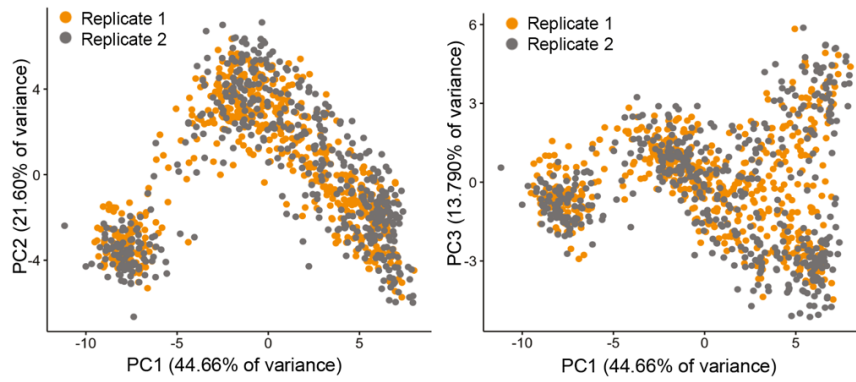

Supplementary Figure 2. PCA analysis of scRNA-seq data - reproducibility between replicates

PCA was performed as in Fig. 2a. Reproducibility between replicates is shown. Source data are provided as a Source Data file.

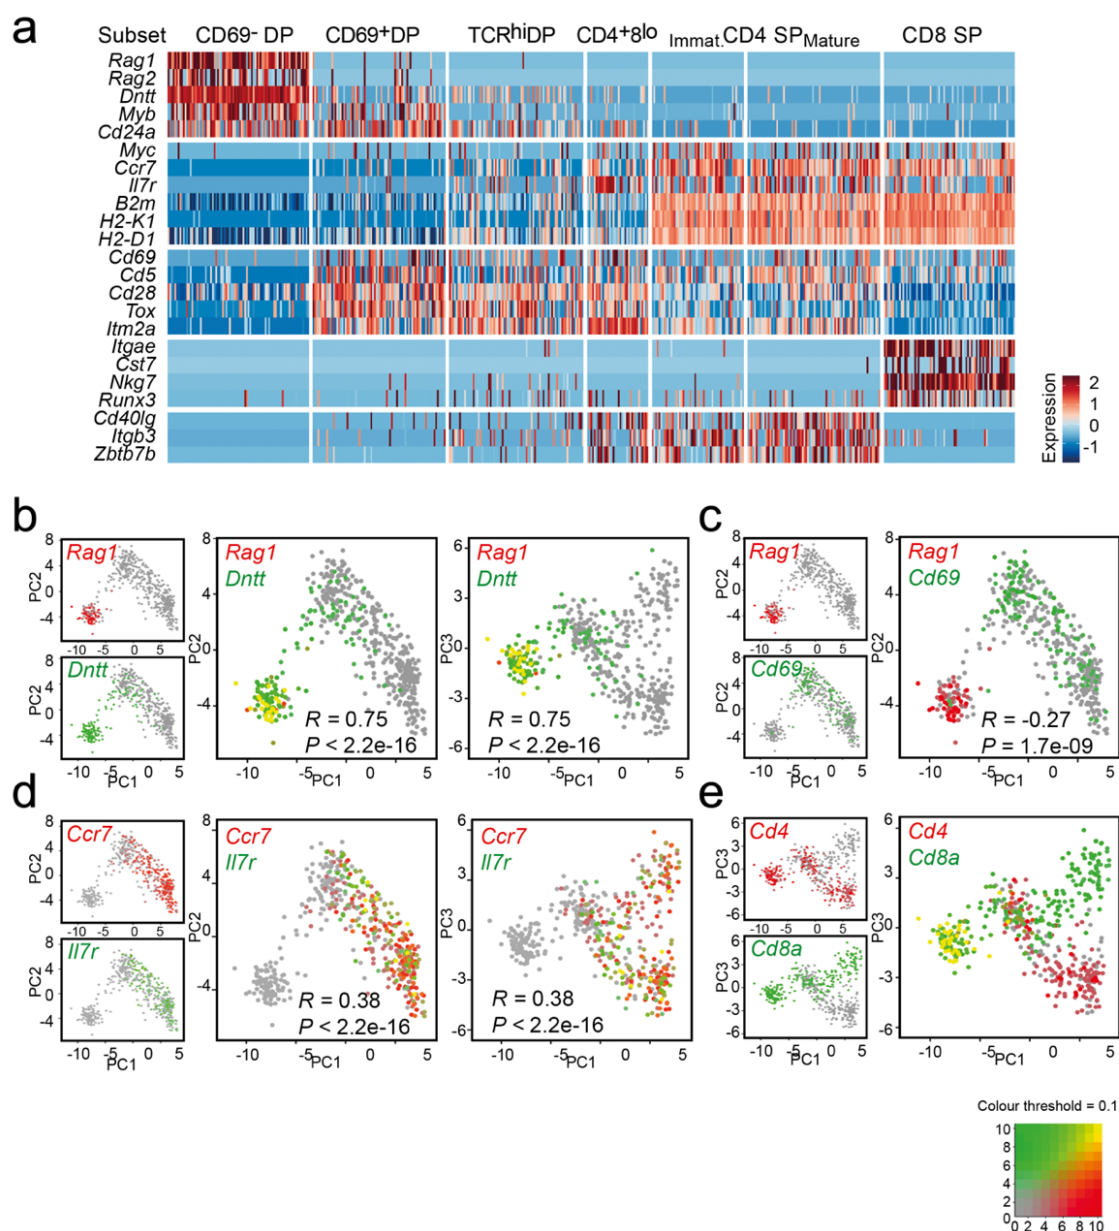

Supplementary Figure 3. Key genes and correlations

a) Heatmap of key genes. See Supplementary Data 2 for an analysis of differential gene expression between sorted thymocyte subsets.

b) *Rag1* (red) and *Dntt* (green) as two-colour dot plots projected onto maps of PC1 versus PC2 and -3. *Rag1* and *Dntt* are expressed in pre-selection thymocytes and silenced by TCR signaling. Source data are provided as a Source Data file.

c) *Rag1* (red) and *Cd69* (green) as two-colour dot plots projected onto maps of PC1 versus PC2. *Rag1* is expressed in pre-selection thymocytes and *Cd69* is induced by TCR signaling. Source data are provided as a Source Data file.

d) *Ccr7* (red) and *Ii7r* (green) as two-colour dot plots projected onto maps of PC1 versus PC2 and -3. *Ccr7* and *Ii7r* expressed are induced during thymocyte maturation. Source data are provided as a Source Data file.

e) *Cd4* (red) and *Cd8a* (green) as two-colour dot plots projected onto maps of PC1 versus PC3. *Cd4* and *Cd8a* are co-expressed in pre-selection thymocytes, undergo expression changes in selection intermediates, and are expressed in a mutually exclusive pattern in CD4 SP and CD8 SP thymocytes. Source data are provided as a Source Data file.

MHC class II^{-/-}

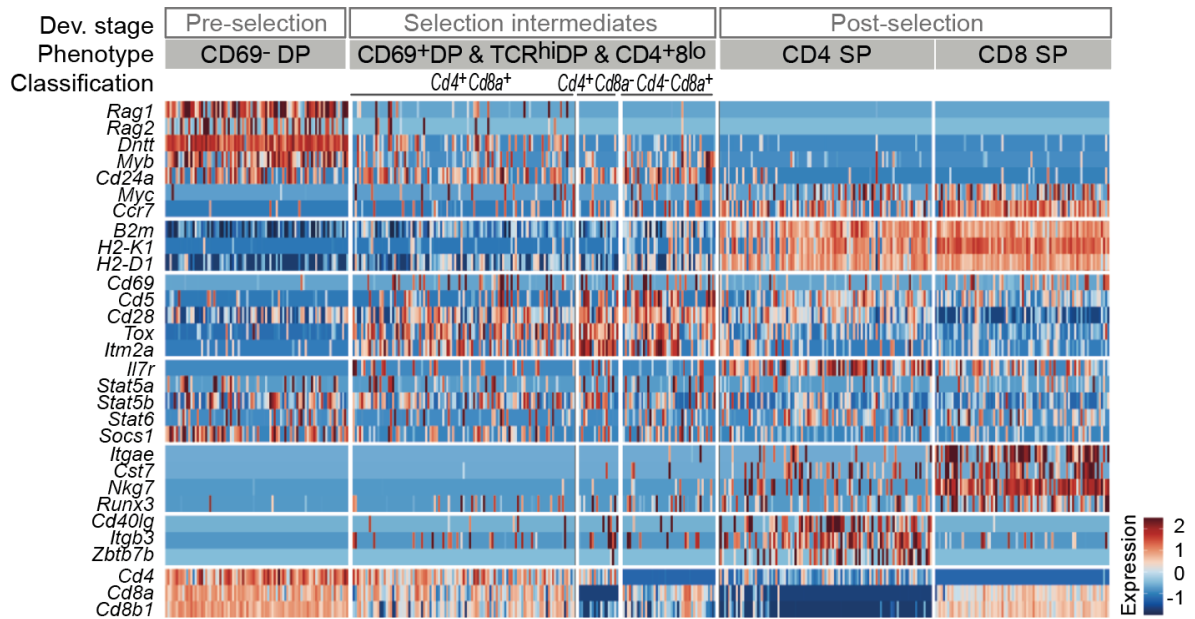

Supplementary Figure 4: Overview of gene expression by individual selection intermediates in MHC class II^{-/-} thymus.

Cells (columns) were classified by *Cd4* and *Cd8a* coreceptor gene expression status, with pre- and post-selection thymocytes as comparators as in Fig. 3c. Cells are grouped by developmental stage (pre-selection, selection intermediates and post-selection) and cell surface phenotype. CD69⁻ DP represent pre-selection thymocytes, pooled CD69⁺ DP, TCRβ^{hi} DP and CD4⁺ CD8^{low} represent selection intermediates, CD4 SP, TCRβ^{hi} CD8 SP represent post-selection thymocytes. Selection intermediates are further classified into *Cd4*⁺*Cd8a*⁺, *Cd4*⁺*Cd8a*⁻ and *Cd4*⁻*Cd8a*⁺ based on scRNA-seq detection of *Cd4* and *Cd8a*.

MHC class II^{-/-}

Subset	Surface phenotype	Number
CD69 ⁻ DP	CD4 ⁺ CD8 ⁺ CD69 ⁻	88
CD69 ⁺ DP	CD4 ⁺ CD8 ⁺ CD69 ⁺	58
TCRβ ^{hi} DP	CD4 ⁺ CD8 ⁺ TCRβ ^{hi}	68
CD4 ⁺ CD8 ^{low}	CD4 ⁺ CD8 ^{low}	59
CD4 SP	CD4 ⁺ CD8 ⁻	102
CD8 SP	CD4 ⁻ CD8 ⁺ TCRβ ^{hi}	84

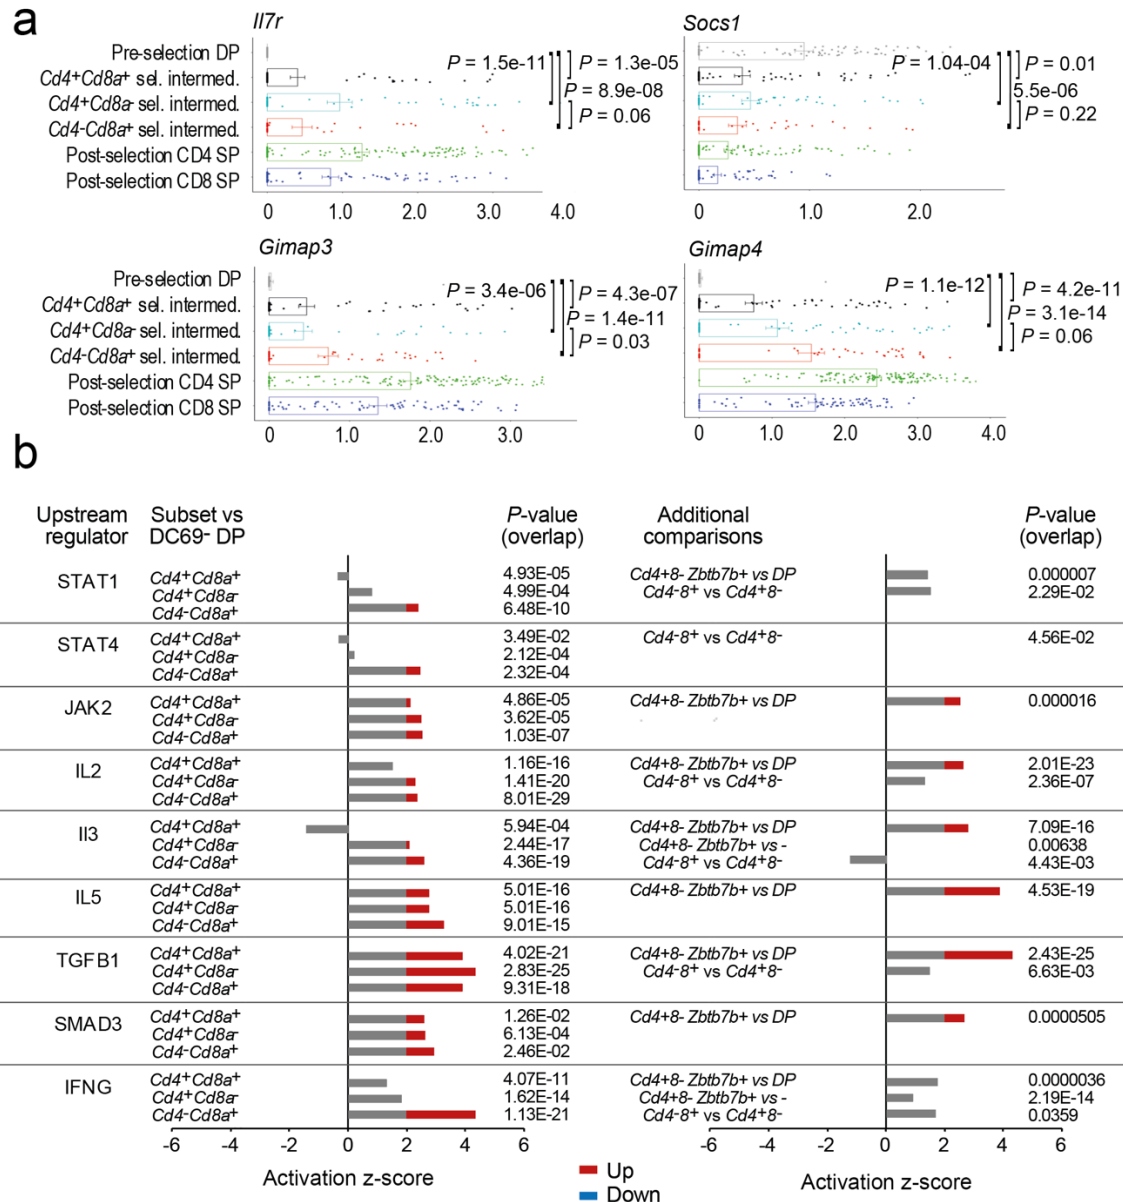

Supplementary Figure 5. Expression of genes related to cytokine signaling by selection intermediates

a) Expression of *Il7r*, *Socs1*, and the targets of IL7R signaling *Gimap3* and *Gmap4* by selection intermediates of the indicated coreceptor status. Means and standard errors are shown. *P*-values are derived by two-sided Wilcoxon rank-sum test. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file.

b) IPA analysis of pathway activity downstream of the indicated cytokines and cytokine signaling molecules. Activation z-scores above 2 and below -2 are considered significant. Selection intermediates versus CD69- DP is shown on the left. Where available, comparisons between subsets of selection intermediates are shown on the right. Cell numbers are listed in Supplementary Tables 2 and 3. Source data are provided as a Source Data file.

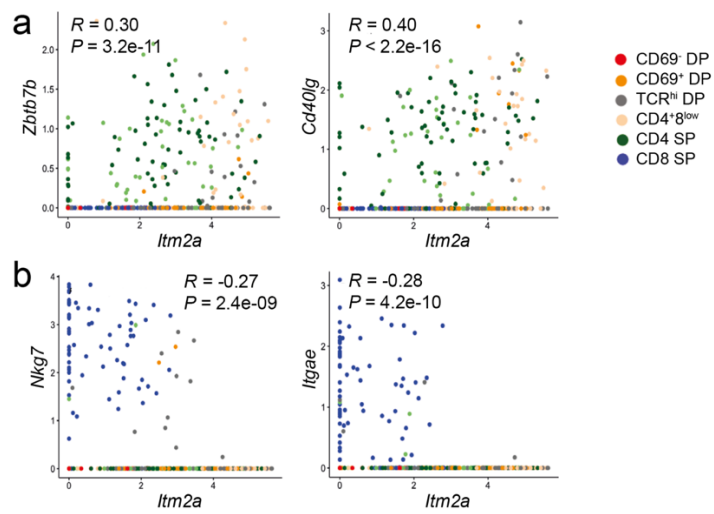

Supplementary Figure 6. Expression of activation versus lineage markers

a) Positive correlation of the activation marker *Itm2a* with the CD4 lineage markers *Zbtb7b* and *Cd40lg* ($R = 0.30$, $P = 3.2e-11$ and $R = 0.40$, $P < 2.2e-16$, respectively). Source data are provided as a Source Data file.

b) Negative correlation of the activation marker *Itm2a* with the CD8 lineage markers *Nkg7* and *Itgae* ($R = -0.27$, $P = 2.4e-09$ and $R = -0.28$, $P = 4.2e-10$, respectively). Source data are provided as a Source Data file.

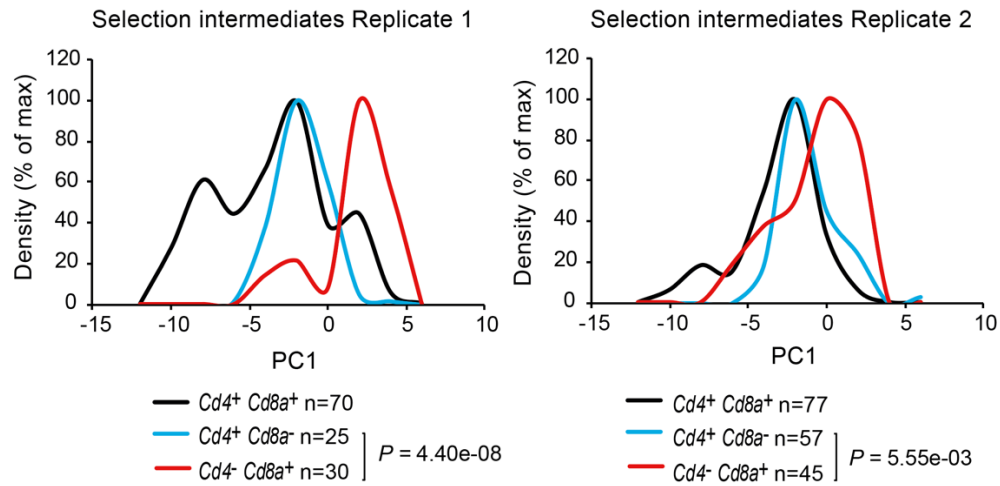

Supplementary Figure 7. The order of coreceptor gene expression by wild-type selection intermediates in independent biological replicates.

The vertical axis shows the number of selection intermediates with the indicated gene expression ($Cd4^+ Cd8a^+$, $Cd4^+ Cd8a^-$, $Cd4^- Cd8a^+$) normalised to the maximal number of cells detected for each gene expression pattern in separate scRNA-seq replicates. The number of selection intermediates with each coreceptor gene expression pattern is indicated. P -values: one-sided Kolmogorov–Smirnov test. Source data are provided as a Source Data file.

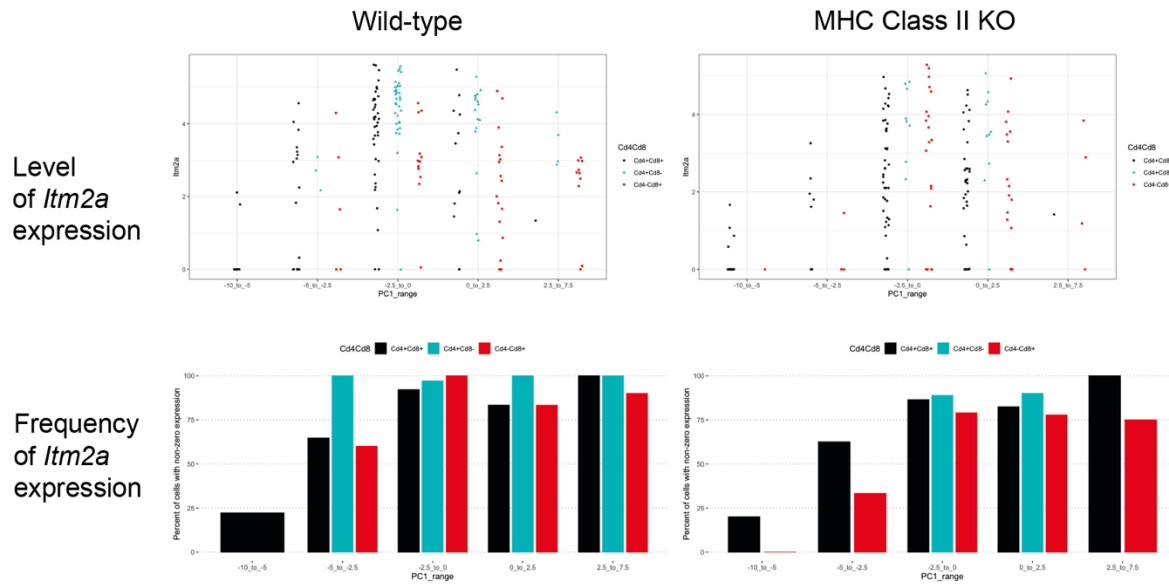

Supplementary Figure 8. Activation marker expression by individual selection intermediates ordered along the maturation trajectory PC1.

Top: The level of mRNA for the activation marker *Itm2a* is shown along the maturation trajectory PC1 for individual selection intermediates classified as *Cd4⁺ Cd8a⁺*, *Cd4⁺ Cd8a⁻*, and *Cd4⁻ Cd8a⁺* in wild-type (left) and MHC class II-deficient thymus (right).

Bottom: The frequency of cells containing mRNA for the activation marker *Itm2a* detected in subsets of selection intermediates classified as *Cd4⁺ Cd8a⁺*, *Cd4⁺ Cd8a⁻*, and *Cd4⁻ Cd8a⁺* in wild-type (left) and MHC class II-deficient thymus (right) is shown along the maturation trajectory PC1.

Source data are provided as a Source Data file.

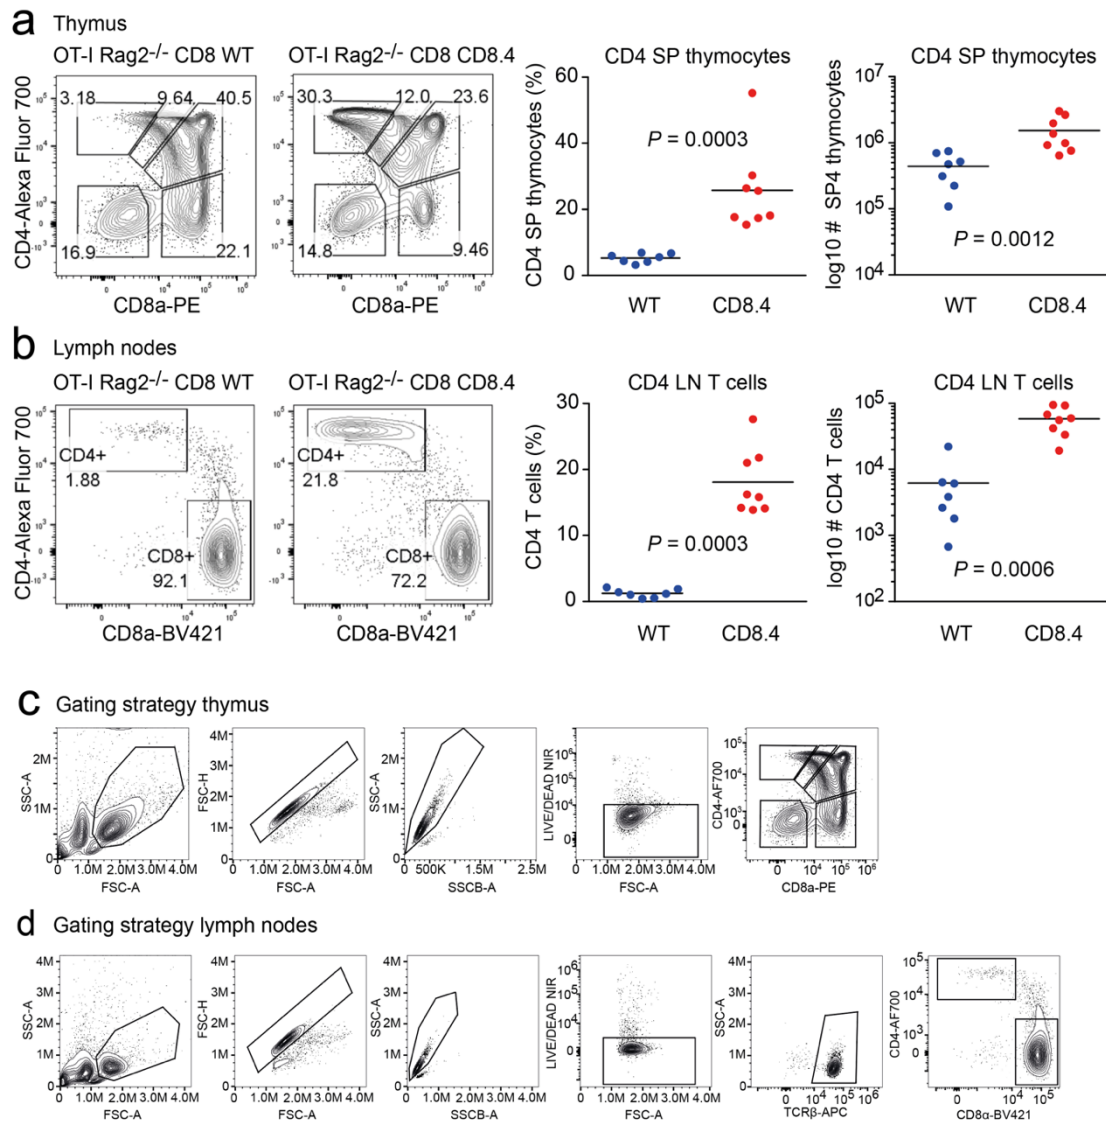

Supplementary Figure 9. Signal strength can undermine CD4/CD8 lineage choice.

a) CD4 CD8 staining representative of OT-I-transgenic *Rag2*^{-/-} thymocytes expressing wild-type Cd8a (left, n=4) or CD8.4 (right, n=5). Percentages and numbers of CD4 SP are shown. *P*-values were calculated by two-sided Mann-Whitney test in GraphPad Prism software. The gating strategy is shown in c). Source data are provided as a Source Data file.

b) CD4 CD8 staining representative of OT-I-transgenic *Rag2*^{-/-} lymph node T cells expressing wild-type Cd8a (left, n=7) or CD8.4 (right, n=8). Percentages and numbers of CD4 T cells relative to total T cells are shown. *P*-values were calculated by two-sided Mann-Whitney test in GraphPad Prism software. The gating strategy is shown in d). Source data are provided as a Source Data file.

c) Gating strategy for thymocytes used in a).

d) Gating strategy for lymph node T cells used in b).

Supplementary Tables

	Aver. transcripts/cell	Aver. reads/cell
Wild type repl. 1	1199.414	677142.7
Wild type repl. 2	2855.474	896571.1
MHC class II-/-	2843.217	839099.7

Supplementary Table 1. Number of transcripts and reads per cell

Subset	Surface phenotype	Rep1	Rep 2	Total
CD69 ⁻ DP	CD4 ⁺ CD8 ⁺ CD69 ⁻	92	83	175
CD69 ⁺ DP	CD4 ⁺ CD8 ⁺ CD69 ⁺	90	78	168
TCR ^{hi} DP	CD4 ⁺ CD8 ⁺ TCRβ ⁺	96	79	175
CD4 ⁺ CD8 ^{low}	CD4 ⁺ CD8 ^{low}	71	36	107
CD4 SP	CD4 ⁺ CD8 ⁻	113	142	255
CD8 SP	CD4 ⁻ CD8 ⁺ TCRβ ⁺	89	77	166

Supplementary Table 2. The numbers of sorted subsets analysed.

	Rep1	Rep 2	Total
CD69 ⁻ DP	92	83	175
<i>Cd4</i> ⁺ <i>Cd8a</i> ⁺ sel. int.	70	77	107
<i>Cd4</i> ⁺ <i>Cd8a</i> ⁻ sel. int.	125	57	182
<i>Cd4</i> ⁻ <i>Cd8a</i> ⁺ sel. int.	30	45	75
CD4 SP	113	132	245
CD8 SP	89	77	166

Supplementary Table 3. The numbers of wild-type *Cd4*⁺*Cd8a*⁺, *Cd4*⁺*Cd8a*⁻ and *Cd4*⁻*Cd8a*⁺ selection intermediates analysed.

		CD4SP/CD8SP		
		Up	N/C	Down
<i>Cd4</i> ⁺ <i>Cd8a</i> ⁻	Up	22	44	3
<i>Cd4</i> ⁻ <i>Cd8a</i> ⁺	N/C	326	9234	307
	Down	1	50	14

Supplementary Table 4. Gene expression in CD4 and CD8 SP versus *Cd4*⁺*Cd8a*⁻ and *Cd4*⁻*Cd8a*⁺ subsets of selection intermediates. Genes up or down in CD4 over CD8 SP (adj P < 0.05 in population RNA-seq) and log2 fold-change > 0.5 between *Cd4*⁺*Cd8a*⁻ and *Cd4*⁻*Cd8a*⁺ subsets of selection intermediates in scRNA-seq). N/C: No change. *P* < 2.2e-16, *Z* = 10.65. Asymptotic Linear-by-Linear Association Test. Data: Var2 (ordered) by Var1 (up < nc < down).

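Supplementary Table 4 crosses a pair of comparisons. The first sorts genes by whether they were higher, lower or unchanged in CD4 SP over CD8 SP in the population RNA-seq, and the second by whether they were higher, lower or unchanged in *Cd4*+ *Cd8a*- over *Cd4*- *Cd8a*+ selection intermediates in the scRNA-seq. The trend test reads the classes in the order up, no change and down, so that it asks whether genes lean the same way in both.

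For the population RNA-seq side, the genes that differ between CD69- CD4SP and TCR hi CD8SP can be traced back to CD69- DP. Their number depended on single libraries and on the processing. With the compared subsets alone, 121 were higher in CD69- CD4SP and 86 in TCR hi CD8SP, and with DESeq2 304 and 216. Of the 195 genes higher in CD69- CD4SP, 146 were higher in CD69- CD4SP than in CD69- DP and 61 were lower in TCR hi CD8SP than in CD69- DP. Of the 144 genes higher in TCR hi CD8SP, 103 were higher in TCR hi CD8SP than in CD69- DP and 49 were lower in CD69- CD4SP than in CD69- DP. The same mature libraries picked these genes, which by itself can raise such counts. Of all 13337 genes tested, 2922 were higher and 2634 lower in CD69- CD4SP than in CD69- DP. In TCR hi CD8SP 2986 were higher and 2757 lower. *St8sia6* belongs to the genes gained on the CD4 side, with 0.124 ± 0.147 CPM in CD69- DP, 158 ± 9.90 CPM in CD69- CD4SP and 3.34 ± 0.765 CPM in TCR hi CD8SP. *Cd8b1* belongs to those lost there, with 2081 ± 179 CPM in CD69- DP, 107 ± 66.3 CPM in CD69- CD4SP and 1304 ± 41.0 CPM in TCR hi CD8SP.

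Part of both sets had moved in CD4+ CD8 low, an intermediate subset. Of the genes higher in CD69- CD4SP, 127 were higher and 22 lower in CD4+ CD8 low than in CD69- DP, and of those higher in TCR hi CD8SP, 66 were higher and 31 lower. *Zbtb7b* had a log2 fold change of 8.98 (SE 0.42, adjusted p = 6.89e-08 from edgeR) in CD4+ CD8 low over CD69- DP and *Cd40lg* 7.07 (SE 0.52, adjusted p = 1.59e-06 from edgeR). *Runx3* rose as well, by 2.62 (SE 0.32, adjusted p = 7.01e-05 from edgeR), whereas *Cd8a* fell to 177 ± 135 CPM, a log2 fold change of -3.40 (SE 0.61, adjusted p = 0.00107 from edgeR). These calls are from edgeR's quasi-likelihood test at an adjusted p under 0.05 (Benjamini-Hochberg).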

# Supplementary material for: The order and logic of CD4 versus CD8 lineage choice and differentiation in mouse thymus
**Source:** Nat Commun. 2021 Jan 4;12:99. doi: 10.1038/s41467-020-20306-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

DIVA flow cytometry software version 8.0.2 (BD Biosciences)

Data analysis

- scRNA-seq reads were aligned to the mm10 mouse genome with TopHat2 version 2.1.1
- read counts for genes were calculated using velocity version 0.17
- Seurat v3 pre-processing (log-normalization using VST method) was applied on the count matrix
- Seurat v3 standard integration workflow was performed for integrated analysis of wild-type and MHC class II/- data sets
- Batch-corrected expression matrix, PCA, heat maps, and differentially expressed genes were all generated by Seurat v3
- Slingshot was used for trajectory inference and pseudotime analysis
- Custom Rmd scripts used for generating figures are available from Github: <https://github.com/LMSBioinformatics/ScRNAseq-SMARTer-Analysis>
- FlowJo v10 (TreeStar Inc)
- GraphPad Prism v5.04 (GraphPad Software)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

scRNA-seq data has been deposited at GEO under accession number GSE149207 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149207>

Population RNA-seq data has been deposited at GEO under accession number GSE154670 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154670>. All other data are included in the supplemental information or available from the authors upon reasonable requests.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154670>

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were determined based on expected effect sizes, technical limitations and budget considerations. The significance of the results obtained suggests that the chosen sample sizes are appropriate
Data exclusions	Data were excluded only for the SMARTer sequencing replicates, and only if the total read counts were < 500000 or > 1500000
Replication	scRNA-seq: Wild-type thymus n=2, MHC class II ko n = 1. Bulk RNA-seq n = 3 per sorted subset.<br>Replicates Flow cytometric analysis of OT-I TCR transgenic mice (Supplementary Figure 8): Thymus wild-type CD8 n=4, CD8.4 n=5. Lymph node T cells wild-type Cd8 n=7, CD8.4 n=8)
Randomization	Randomization was not performed because groups were defined by genotype.
Blinding	No formal blinding was considered necessary as the data analysts lacked prior knowledge of the underlying biological process that could have biased their expectations

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	CD4-APC, TCRb-FITC, CD69-BV421 (Pharmingen) or CD4-Alexa Fluor 700, CD8a-PE, CD24-FITC and LIVE/DEAD NIR (ThermoFisher)
Validation	The antibodies were manufacturer-validated on mouse T cells.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	C57BL/6 and MHC class II-deficient male or female mice were maintained under SPF conditions with chow and water ad libitum, 21 degrees Celsius and 12h light/dark cycle and were killed by cervical dislocation at 6 weeks of age for use as tissue donors
Wild animals	No wild animals were used in this study

Field-collected samples

No field-collected samples were used in this study

Ethics oversight

The maintenance of mice used as source for tissue in this study was approved by the Home Office, UK, and the Imperial College Animal Welfare and Ethical Review Body (AWERB)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Thymocyte cell suspensions were stained for 20 minutes at room temperature with directly conjugated antibodies to CD4-APC, CD8a-PE, TCRb-BV421 and CD69-FITC (BD-Pharmingen).

Instrument

Single cells were sorted into 96 well plates containing lysis buffer using a FACSaria Fusion flow cytometer (BD Biosciences) and the gates depicted in Supplementary Fig. 1

Software

Flow cytometry standard files were analyzed with FlowJo v10 (TreeStar Inc) analysis software.

Cell population abundance

The abundance of sorted populations is depicted in Supplementary Fig. 1. Sort purity for populations was >98%. Sort purity for single cells was not checked. Single cell deposition was checked by sorting limited amount of substrate into enzyme-containing wells followed by colorimetric readout

Gating strategy

The gating strategy was: live gate, doublet exclusion, fluorescence gates as depicted in Supplementary Fig. 1

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: The order and logic of CD4 versus CD8 lineage choice and differentiation in mouse thymus
**Source:** Nat Commun. 2021 Jan 4;12:99. doi: 10.1038/s41467-020-20306-w
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Highly variable genes used for PCA analysis after removal of *Cd4*, *Cd8a*, and *Cd8b1* (excel file).

Supplementary Data 2. Differential gene expression of sorted thymocyte subsets (excel file).

Supplementary Data 3. Genes that are transiently up-or downregulated in selection intermediates (activation) or differentially expressed between CD4 and CD8 SP (lineage identity) identified by bulk RNA-seq (excel file).

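Supplementary Data 3 lists by name the genes that the paper used as its reference for activation and for lineage identity, taken from the population RNA-seq of sorted subsets. The copy used here holds 523 of the 524 activation genes and 340 of the 344 lineage genes, so that single genes were looked up in it and the lists were not compared as a whole.

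Among genes of the activation list, *Gpr153*, an orphan receptor gene, was at 0.279 ± 0.0983 CPM (SD, n = 3) in CD69- DP, 6.05 ± 0.648 CPM (SD, n = 2) in CD4+ CD8 low and 0.426 ± 0.161 CPM in CD69- CD4SP. Its log2 fold change in CD4+ CD8 low was 4.38 (SE 0.38, adjusted p = 6.71e-06 from edgeR) over CD69- DP. *Asb2*, part of a ubiquitin ligase, was at 0.658 ± 0.432 CPM in CD69- DP, 26.9 ± 0.351 CPM in CD4+ CD8 low and 0.577 ± 0.266 CPM in TCR hi CD8SP. In CD69- CD4SP *Asb2* was at 3.36 ± 1.20 CPM, and it was called higher there than in TCR hi CD8SP. *Etv5*, a transcription factor gene of the ETS family, was at 5.12 ± 0.751 CPM in CD69- DP, 39.5 ± 2.18 CPM in CD4+ CD8 low and 5.17 ± 0.650 CPM in TCR hi CD8SP. *Slamf6*, a receptor of the SLAM family, is listed too and went the other way, with a log2 fold change in CD4+ CD8 low of -1.91 (SE 0.14, adjusted p = 1.36e-06 from edgeR) against CD69- DP, from 185 ± 13.0 CPM to 49.3 ± 3.48 CPM, and 131 ± 13.7 CPM in CD69- CD4SP. These genes passed all comparisons that define a transient change with edgeR's quasi-likelihood test (Benjamini-Hochberg).

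Among genes of the lineage list, *Ptgir*, the prostacyclin receptor, was higher in CD69- CD4SP, at 17.1 ± 9.39 CPM against 0.677 ± 0.417 CPM in TCR hi CD8SP, and *Bace1*, a protease gene, was higher in TCR hi CD8SP, with a log2 fold change of -3.50 (SE 0.23, adjusted p = 1.2e-05 from edgeR) for CD69- CD4SP over TCR hi CD8SP. *Mpeg1*, which encodes the pore-forming protein perforin-2 and is abundant in macrophages, had 3.66 (SE 0.44, adjusted p = 0.000921 from edgeR). From the enrichment of the activation genes among genes correlated with PC2 and of the lineage genes among those correlated with PC3, the paper concludes that these components reflect activation and CD4/CD8 lineage identity.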

Supplementary Data 4. Differential gene expression between selection intermediates classified by coreceptor status (excel file).

How the deposited data were processed for this re-analysis (not part of the article)

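Population RNA-seq of 6 sorted mouse thymocyte subsets was analysed, with 3 libraries of CD69- DP and 2 each of CD69+ DP, CD69+ CD4+ CD8 low, CD69+ CD4SP, CD69- CD4SP and TCR hi CD8SP. The authors deposited 1 table of raw read counts with a column per library and a line per Ensembl gene, 37987 genes in all, made by aligning paired-end reads of strand-specific total RNA libraries with TopHat2 2.1.0 and Bowtie2 2.2.6.0 to the mouse build mm9 and counting with HTSeq. The version of HTSeq, the annotation release and the strand setting are not given in the sources used here, and the paper's text does not name the tool or the test of its population RNA-seq analysis. The values were whole numbers that had not been normalized. No library was left out and none was pooled. Replicates of a subset were checked to be different libraries, since their counts differed by chi-square values per degree of freedom of 15.7 to 61.0.

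Gene names were taken from GENCODE release M21 of a later mouse build, which was used for names only. It named 32919 of the identifiers, which held 95.7% of all counts, and 5068 identifiers stayed without a name. Genes were kept with filterByExpr at a count minimum of 10, leaving 13337. Library sizes were scaled with TMM, and edgeR 4.0.16 (R 4.3.3, limma 3.58.1) fitted a quasi-likelihood negative binomial model with a term per subset to all 13 libraries, with 7 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The comparisons were CD69+ DP and CD4+ CD8 low with CD69- DP, CD69- CD4SP with TCR hi CD8SP, CD69+ CD4SP with CD69- CD4SP, and CD69- CD4SP and TCR hi CD8SP each with CD69- DP. Transient genes were called where CD69+ DP or CD4+ CD8 low was higher, or lower, than CD69- DP and than both CD69- CD4SP and TCR hi CD8SP. Genes of maturation were those that changed the same way in CD69- CD4SP and in TCR hi CD8SP relative to CD69- DP.

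The depth ranged from 5122974 to 12644748 counts per library, and the 10 most abundant genes took between 9.48% and 23.9% of a library. In data simulated from these libraries, with 100 genes changed by a factor of 2 and 100 by a factor of 4, the comparison of CD69- CD4SP with TCR hi CD8SP recovered 17 and 73 of them with 2 false calls among 13152 genes. The comparisons of CD69+ DP and of CD4+ CD8 low with CD69- DP recovered 55 and 80, and 42 and 77, with 5 and 7 false calls. The comparison of CD69+ CD4SP with CD69- CD4SP recovered 38 and 78 with 8 false calls. The rule for transient genes recovered 59 and 82 with 3 false calls where both intermediates were changed alike. A change in a single intermediate was not simulated, so recovery of such genes is not known. A difference of a factor of 2 between the mature subsets is therefore often missed at this depth and number of libraries.

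The groups of genes were pre-selection DP genes, TCR response, maturation, CD4 lineage, CD8 and cytotoxic lineage, cytokine signalling, MHC class I presentation, interferon response, cell cycle, glycolysis, chemokine receptors and migration, apoptosis, TCR and CD3 machinery, the genes the paper names, and markers of regulatory T cells, B cells, macrophages, dendritic cells, erythroid cells, thymic epithelium, NK and innate-like cells and double-negative thymocytes. Ribosomal protein, histone and mitochondrial genes were taken by the pattern of their names, and leaving the ribosomal S6 kinases out of the first was decided after the table was seen. Several lists share genes, such as *Ccr9* and *Themis* among pre-selection and other genes. The rule for naming genes took every gene the paper names, the 10 largest rises and falls of each comparison and of the transient and maturation genes, and up to 4 examples per list, among genes of at least 5 CPM in the higher subset whose libraries did not overlap for all but the paper's genes and the list examples. Predicted genes and antigen receptor segments were left out of the ranked parts, and any gene named outside the rule is marked as such.

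Alternatives planned at the outset were DESeq2 1.42.0, RLE scaling factors, no filter on low counts, unadjusted p-values, a minimum absolute log2 fold change of 1, removal of ribosomal RNA, mitochondrial and small RNA genes, the replicate number as a block, each library left out in turn, the compared subsets alone, and 3 other definitions of a transient gene. An added term for *Xist*, the removal of both libraries with raised *Rag1* and counts without the marker lists were added after seeing the data. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for tables and plots. The single-cell data of the paper were not analysed here.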

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

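Apart from the test on heat shock genes, the use of RLE factors and DESeq2 and the omission of single libraries, the tests in this part were chosen only after the result was seen.

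In CD69- DP, replicate 2 is the only library without *Xist*, so that the comparison that raised this item has 1 library on that side, describes it and adds no evidence that it stands apart. Set against libraries with and without *Xist* in the other subsets, edgeR's quasi-likelihood test passed 42 genes (1929 at an unadjusted p under 0.05), 33 raised more and 9 less with *Xist*, and for *Cd69* the difference was 2.89 on the log2 scale, where the spread comes from the other groups. Replicate 2 had *Nr4a1* at 34.4 CPM against 872 and 344 CPM, and *Fos*, named after its values were seen, at 54.3 CPM against 1447 and 2082 CPM. The values argue against CD69+ DP cells in replicates 1 and 3, since 54 genes much higher in CD69+ DP lay at a median of 0.315% of the way there (quartiles -1.61% and 2.92%, with *Cd69* itself at 110%). These genes were picked against all CD69- DP libraries, replicates 1 and 3 included. That choice leaves out genes with a large share, so the low median is partly set by it. Sex acting alike in every subset is not settled. For the 21 genes at least 4-fold higher in both of these replicates, *Xist* among them, libraries with and without *Xist* in the other subsets had a median log2 ratio of 0.31 (quartiles 0.04 and 1.27). Most of these genes thus showed no 4-fold change there. Their 2.90 in CD69- DP was set by that choice and rests on 1 library without *Xist*. In the other subsets the comparison by *Xist* is replicate 2 over replicate 1, which may differ in more than sex. Heat shock or handling stress may contribute, since 10 heat shock genes picked by name lay above replicate 2 by a median of 1.13 on the log2 scale (quartiles 0.76 and 1.33). In CD69- CD4SP and TCR hi CD8SP these genes differed by medians of 0.31 and 0.19 between libraries with and without *Xist*. *Hspa1a*, not among the 10 and named after its values were seen, was higher in replicate 2 than in replicate 1 there, at 89.1 against 2.96 CPM and 64.3 against 2.42 CPM. Raised *Hspa1a* was therefore not confined to CD69- DP. A response to sex that is particular to CD69- DP cells stays open and untested.

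Transcripts of B cells, macrophages and dendritic cells were higher in CD69+ DP than in CD69- DP, in genes that the paper's text does not discuss but its activation list in Supplementary Data 3 holds: *Igkc* by 4.89 (adjusted p = 0.00476 from edgeR) and *Lyz2* by 3.44 (adjusted p = 0.00433) on the log2 scale, up to 32.2 and 16.2 CPM. A wrong scaling factor, which would move all genes of a library alike, is argued against, since the median log2 fold change of 32 marker genes lay 3.40 above that of all genes tested (quartiles of the markers 1.59 and 4.08, of all genes -0.35 and 0.38), whereas RLE factors and DESeq2, planned as its test, hardly moved this comparison and decide nothing. A single shared source of B cell and macrophage transcripts stays open: replicate 2 over replicate 1 of CD69+ DP had median log2 ratios of 0.99 (quartiles 0.58 and 1.29) for 10 macrophage genes and -0.60 (quartiles -1.11 and -0.28) for 6 B cell genes, 1.59 apart, but these compare 1 library with another in genes of few counts. RNA or cells of these types in the CD69+ DP libraries may be the source, although the Reporting Summary states a high purity of the sorts, and this stays open, since the share of the markers that was higher, 78.1% with 2 genes lower, only restates the pattern. No biological explanation within thymocytes was tested.

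Of the tested genes of regulatory T cells and of NK and innate-like T cells, 7 of 13 and 4 of 11 were higher in CD69- CD4SP than in TCR hi CD8SP, and 2 of the latter were lower. Those higher include *Foxp3*, at a log2 fold change of 4.54, which the paper's Supplementary Data 3 holds and its text does not discuss. They also include *Zbtb16*, at 5.30, which is not among the entries of Supplementary Data 3 used here. No explanation was excluded. Regulatory and innate-like T cells within the CD4 SP gate may be a source, and 12 of 24 marker genes were higher in CD69- CD4SP than in CD69+ CD4SP and none lower, which does not decide it, since the same CD69- CD4SP libraries enter. NK cells, which lack CD4 and which the CD4 SP gate would remove apart from impurities of the sort, may be another for the innate-like genes, with *Ncr1*, *Tyrobp* and *Fcer1g* together at 39.6% and 15.3% of the CPM of *Zbtb16* in the CD69- CD4SP libraries, because what share NK cells would bring was not measured. Maturation of all CD4 SP cells stays open for the regulatory T cell genes. Their median rose from CD69+ CD4SP to CD69- CD4SP by 0.59 on the log2 scale, within the quartiles of 26 maturation genes (0.42 and 1.34). *Foxp3* changed more, at -2.39 for CD69+ CD4SP over CD69- CD4SP. The median for CD69- CD4SP over TCR hi CD8SP was 3.14 for the regulatory T cell genes and 0.15 for the maturation genes, so likeness to the latter leaves that difference unexplained. Maturation stays open for the NK and innate-like genes too, whose median rose by 3.17, more than those quartiles.

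Between CD69+ CD4SP and CD69- CD4SP, a comparison the paper does not report for these libraries, 771 genes differed at an adjusted p under 0.05 from edgeR, against 239 and 274 without replicate 1 or replicate 2 of CD69+ CD4SP and 274 without replicate 2 of CD69- CD4SP.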

How the results depend on the processing

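The *Xist* term, the removal of both libraries with raised *Rag1* and the counts without marker lists were chosen after the results were seen. Where a library was left out of a subset of 2, the lone library was assumed to vary like the other subsets, and the cause of a changed number was not tested beyond what the setting itself removes, fewer libraries or other genes tested. Requiring an absolute log2 fold change of at least 1 left 1499 genes between CD69+ DP and CD69- DP, 2639 between CD4+ CD8 low and CD69- DP, 90 transiently higher and 36 lower, 2529 of maturation and 494 between CD69+ CD4SP and CD69- CD4SP. Unadjusted p-values gave 4496 genes between CD69+ DP and CD69- DP, 1869 between CD69- CD4SP and TCR hi CD8SP, 434 transiently higher and 379 lower, and 2905 between CD69+ CD4SP and CD69- CD4SP. Without the filter on low counts there were 856 between CD69- CD4SP and TCR hi CD8SP, 299 transiently higher and 1523 between CD69+ CD4SP and CD69- CD4SP, and DESeq2 called 520 between CD69- CD4SP and TCR hi CD8SP. The compared subsets alone gave 207 genes between CD69- CD4SP and TCR hi CD8SP and 496 between CD69+ CD4SP and CD69- CD4SP. Without both libraries with raised *Rag1* there were 166 between CD69- CD4SP and TCR hi CD8SP, 92 transiently higher, 68 lower and 246 between CD69+ CD4SP and CD69- CD4SP. Asking for a difference from either mature subset gave 527 transiently higher and 291 lower, and the mean of the intermediates 424 and 296. Leaving out single libraries gave 1261 to 2766 genes between CD69+ DP and CD69- DP, at 1261 and 1582 without replicate 1 or replicate 2 of CD69+ DP and 1796 without replicate 3 of CD69- DP. It gave 2877 (without replicate 1 of CD4+ CD8 low) to 4718 between CD4+ CD8 low and CD69- DP, 3489 to 4353 of maturation, 117 to 346 between CD69- CD4SP and TCR hi CD8SP, 100 to 198 transiently higher and 61 to 139 lower. Between CD69+ CD4SP and CD69- CD4SP it gave 239 to 831, at 239 and 274 without replicate 1 or replicate 2 of CD69+ CD4SP and 274 without replicate 2 of CD69- CD4SP. Without the marker lists there were 326 between CD69- CD4SP and TCR hi CD8SP, 190 transiently higher and 135 lower. The other settings stayed within 1.5 times of each number. One named result reversed: the B cell gene *Ms4a1* in CD69- CD4SP over CD69- DP, between -3.50 without replicate 2 of CD69- CD4SP and 7.66 without replicate 1 of CD69- DP, and -3.48 without both libraries with raised *Rag1*. Of 658 results for named genes, 632 kept call and direction with DESeq2, 656 with RLE factors, 622 without the filter, 652 with the *Xist* term and 594 without the libraries with raised *Rag1*, and leaving out single libraries kept 608 to 634. With the replicate block, 383 genes passed between CD69- CD4SP and TCR hi CD8SP, 195 were transiently higher and 124 lower, and 632 of 658 named results were kept. The sources do not say that a replicate number marks a shared mouse or day. *Xist* was below 100 CPM in replicate 1 and above it in replicate 2 of every subset but CD69- DP, which leaves such a pairing open. The main model has no term for it. Over 9534 genes, same-numbered libraries of the later subsets deviated together in part, with 7 of 10 pairs of subsets correlated at over 0.1, up to 0.625, and the lowest at -0.107, and those of CD69- DP correlated with the others at -0.198 to 0.0609.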

Differences from the paper's values

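The removal of both libraries with raised *Rag1* and the *Xist* term, where named here, were chosen only after the values were seen.

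For activation genes the paper gives 524, where 328 transient genes were called here, at its threshold of 0.05, which the text does not call adjusted. Of the alternatives set before the data were examined, the value differs no longer by more than 1.5 times without the filter on low counts (478), with the mean of the intermediates (720) and with CD69+ CD4SP as a further intermediate (388). It still differs with DESeq2 (343), RLE factors (327), the replicate block (319), unadjusted p-values (813), a minimum log2 fold change (126), removal of small RNA genes (329), a difference from either mature subset (818) and each library left out (166 to 337).

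For genes that differ between CD4 SP and CD8 SP the paper gives values that disagree with each other: the paper's text has 344 in all, at a threshold it does not call adjusted, while the classes of its Supplementary Table 4 sum to more. The 339 called here lie within 1.5 times of the paper's 344, as do RLE factors (341), the replicate block (383), a minimum log2 fold change (276), removal of small RNA genes (341) and leaving out any library of the other subsets (278 to 346), whereas DESeq2 (520), no filter on low counts (856), unadjusted p-values (1869), the 2 subsets alone (207) and leaving out any library of CD69- CD4SP (156 and 191) or TCR hi CD8SP (117 and 163) do not. For genes higher in CD4 SP, the classes of the paper's Supplementary Table 4 sum to the paper's 349, and 195 were called here at the same adjusted threshold. That table holds only genes also classed in the scRNA-seq, so its counts, higher or lower, rest on other genes than those tested here. Of the alternatives set before the data were examined, DESeq2 (304) comes within 1.5 times, and RLE factors (204), no filter on low counts (536), the replicate block (228), unadjusted p-values (1027), a minimum log2 fold change (166), removal of small RNA genes (195), the 2 subsets alone (121) and each library left out (58 to 203) do not. For genes lower in CD4 SP the same table sums to the paper's 324, and 144 were called here. Of the same alternatives DESeq2 (216) and no filter on low counts (320) come within 1.5 times, and RLE factors (137), the replicate block (155), unadjusted p-values (842), a minimum log2 fold change (110), removal of small RNA genes (146), the 2 subsets alone (86) and each library left out (59 to 143) do not.

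Of the genes that the paper's text names, the paper's activation list holds *Ccr7*, *Cd4* and *Themis*, which no setting tried here calls transient. *Ccr7* was at 10.1, 286 and 818 CPM in CD69- DP, CD69+ DP and CD4+ CD8 low and at 869.7 and 836 CPM in CD69- CD4SP and TCR hi CD8SP, and *Themis* at 1988, 884, 533, 439 and 631 CPM. It also holds *Cd8a*, *Cd8b1* and *Cd40lg*, called with a difference from either mature subset, *Zbtb7b*, called with that definition and with the mean of the intermediates, and *Prf1*, called with CD69+ CD4SP as a further intermediate. Of the paper's other named genes on that list, *Cd5*, *Cd28*, *Tox*, *Itm2a*, *Nab2* and *Mapk11* were called transient here too.

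The paper's lineage list holds *Runx3*, at -1.38 (adjusted p = 0.0528 from edgeR) here, which passes with DESeq2, without the filter, at an unadjusted p, with the *Xist* term and without replicate 1 of CD69- DP, either replicate of CD69+ CD4SP or replicate 1 of CD69- CD4SP. It holds *Cd5*, *Itm2a* and *Myc*, which pass with DESeq2, without the filter and at an unadjusted p, at log2 fold changes here of 0.64, 1.25 and -1.06, *Cd28* (0.66), which passes with those and with the *Xist* term, and *Cd69* (-0.62) and *Nr4a1* (0.97), which pass without the filter alone. Of the paper's other named genes on that list, *Cd4*, *Zbtb7b*, *Cd40lg*, *Runx1*, *Mapk11*, *Cd8a*, *Cd8b1*, *Nkg7*, *Itgae*, *Prf1* and *Cst7* were called here.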

Other observations

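Between CD69+ CD4SP and CD69- CD4SP, 238 genes were lower and 533 higher in CD69- CD4SP. Of 16 genes of chemokine receptors and migration, 9 were higher in CD69- CD4SP, 1 was lower and 6 did not pass (10 and 3 when adjusted over the list alone). The egress receptor gene *S1pr1* was at 107 ± 7.73 CPM (SD, n = 2) in CD69+ CD4SP and 833 CPM in CD69- CD4SP, and *Sell*, the lymph node homing receptor CD62L, at 187 ± 26.8 CPM and 960.5 ± 154 CPM. *Cxcr3*, a receptor for inflammatory chemokines, rose from 1.30 ± 0.880 CPM to 31.1 ± 5.86 CPM. Of 26 maturation genes 11 were higher in CD69- CD4SP and none was lower (16 when adjusted over the list alone). Of 36 genes of the response to TCR signals, 4 fell and 1 rose (4 and 2 when adjusted over the list alone), while *Itm2a* and *Chl1*, both higher in the intermediates, fell, with *Itm2a* at 1016 ± 210.2 CPM in CD69+ CD4SP and *Chl1* at 102 ± 14.4 CPM, log2 fold changes of 2.82 (SE 0.37) and 3.68 (SE 0.39) over CD69- CD4SP. Of the tested cytotoxic, NK and regulatory T cell genes, 14 of 24, 7 of 11 and 5 of 13 were higher in CD69- CD4SP and none was lower (20, 10 and 5 when adjusted over the list alone). These calls are from edgeR's quasi-likelihood test (Benjamini-Hochberg). They rest on few libraries, with 246 genes left without the libraries with raised *Rag1*, a choice made only after the result was seen, 239 and 274 without replicate 1 or replicate 2 of CD69+ CD4SP and 274 without replicate 2 of CD69- CD4SP.

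The intermediates had already moved along the path from CD69- DP to the mature subsets. Of 20 pre-selection genes, 9 were lower in CD69+ DP and 19 in CD4+ CD8 low (16 and 19 when adjusted over the list alone), and of 26 maturation genes 20 and 23 were higher (21 and 23). *Rag2*, the partner of *Rag1*, was at 211 ± 30.8 CPM in CD69- DP, 23.5 ± 2.72 CPM in CD69+ DP and 7.17 ± 9.55 CPM in CD4+ CD8 low, and its call in CD69+ DP ended with DESeq2 and without replicate 1 or replicate 3 of CD69- DP or either replicate of CD69+ DP. *Il7r* was at 30.2 ± 21.4 CPM in CD69+ DP and 164 ± 14.1 CPM in CD4+ CD8 low. Genes of the CD4 and CD8 lineages both rose in CD4+ CD8 low, 11 of 14 and 19 of 24, with 1 and 3 lower and the same numbers when adjusted over the list alone. Of the marker genes of other cells, those higher there were 12 of 13 for regulatory T cells, with 1 lower, 10 of 11 for NK and innate-like cells, 9 of 11 for macrophages, 8 of 10 for dendritic cells, 4 of 11 for B cells, with 2 lower, and 4 of 8 for double-negative thymocytes, with 1 lower (12, 10, 11, 8, 4 and 4 higher when adjusted over the list alone). Of 29 genes of cytokine signalling, 15 rose and 3 fell in CD69+ DP (16 and 3 when adjusted over the list alone). *Socs1*, an inhibitor of cytokine signals, was at 71.9 ± 30.5 CPM in CD69- DP and did not pass in CD69+ DP at 70.0 ± 37.6 CPM or in CD4+ CD8 low at 48.8 ± 18.8 CPM (adjusted p = 0.96 and 0.301 from edgeR). Of 16 genes of MHC class I presentation, 12 were higher in CD69+ DP (13 when adjusted over the list alone), and *B2m* went from 288 ± 104 CPM to 600.3 ± 103 CPM and 927 ± 134 CPM, in CD69+ DP a call that ended without replicate 3 of CD69- DP or replicate 1 of CD69+ DP.

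Of 28 cell cycle genes, 7 were higher in TCR hi CD8SP than in CD69- DP (6 when adjusted over the list alone), led by *Ung*, a DNA repair gene, and *Mcm6*, a part of the replicative helicase, at log2 fold changes of 2.05 (SE 0.30) and 1.70 (SE 0.38). Of all 13337 genes tested, 2986 were higher in that comparison, a share close to that of the list. Of 50 histone genes, 8 were lower in CD69- CD4SP and 13 in TCR hi CD8SP, where 1 was higher (7, 12 and 1 when adjusted over the list alone). Over all 13337 genes tested, 2634 and 2757 were lower in these subsets, so that the counts of lower histone genes lie near the shares of all genes. Of 3 erythroid genes tested, 3 were higher in CD4+ CD8 low than in CD69- DP, and of 4 genes of thymic epithelium 1 was higher and 1 lower, each with the same number when adjusted over the list alone. Of 36 genes the paper names, 21 were higher and 9 lower in CD4+ CD8 low (21 and 10 when adjusted over the list alone). The table lists 37 mitochondrial genes, and 0 of them had enough counts to be tested.

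The paper reports that *Rag1* and *Cd69* are anti-correlated in single cells. Levels averaged over sorted cells cannot test a correlation between single cells. *Cd69* also differed between the CD69- DP libraries, at 45.8 CPM in replicate 2 and at 411 and 288 CPM in replicates 1 and 3. In the sorted populations, *Cd69* was at 248 ± 186 CPM (SD, n = 3) in CD69- DP, 321 ± 19.0 CPM (SD, n = 2) in CD69+ DP and 199.8 ± 14.4 CPM in CD4+ CD8 low, and *Rag1* at 1769 ± 381 CPM in CD69+ DP and 507 ± 671 CPM in CD4+ CD8 low. Between CD69+ DP and CD69- DP, *Rag1* did not pass, at a log2 fold change of -3.12 (SE 1.21, adjusted p = 0.0906 from edgeR). The level in CD69- DP was 15354 ± 251 CPM, far from that in CD69+ DP. The SE draws on the spread in all subsets, which for *Rag1* was wide in CD4+ CD8 low. *Rag1* passed with DESeq2, without the filter on low counts, at an unadjusted p, with the *Xist* term, with the compared subsets alone, without either replicate of CD4+ CD8 low, and without both libraries with raised *Rag1*.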
